# A multi-omics analysis reveals that the lysine deacetylase ABHD14B influences glucose metabolism in mammals

**DOI:** 10.1016/j.jbc.2022.102128

**Published:** 2022-06-11

**Authors:** Abinaya Rajendran, Amarendranath Soory, Neha Khandelwal, Girish Ratnaparkhi, Siddhesh S. Kamat

**Keywords:** ABHD14B, lysine deacetylase, transcriptomics, metabolomics, glucose metabolism, ABHD14B, α/β-hydrolase domain containing protein # 14B, CoA, coenzyme-A, DEGs, differentially expressed genes, DPBS, Dulbecco’s phosphate-buffered saline, GO, gene ontology, GTT, glucose tolerance test, HAT, histone acetyltransferase, HDAC, histone deacetylase, IDH1, isocitrate dehydrogenase 1, KAT, lysine acetyltransferase, KDAC, lysine deacetylase, PTM, posttranslational modification, PTT, pyruvate tolerance test, PKAc, protein lysine acetylation, TCA, tricarboxylic acid cycle

## Abstract

The sirtuins and histone deacetylases are the best characterized members of the lysine deacetylase (KDAC) enzyme family. Recently, we annotated the “orphan” enzyme ABHD14B (α/β-hydrolase domain containing protein # 14B) as a novel KDAC and showed this enzyme’s ability to transfer an acetyl-group from protein lysine residue(s) to coenzyme-A to yield acetyl-coenzyme-A, thereby, expanding the repertoire of this enzyme family. However, the role of ABHD14B in metabolic processes is not fully elucidated. Here, we investigated the role of this enzyme using mammalian cell knockdowns in a combined transcriptomics and metabolomics analysis. We found from these complementary experiments *in vivo* that the loss of ABHD14B results in significantly altered glucose metabolism, specifically the decreased flux of glucose through glycolysis and the citric acid cycle. Further, we show that depleting hepatic ABHD14B in mice also results in defective systemic glucose metabolism, particularly during fasting. Taken together, our findings illuminate the important metabolic functions that the KDAC ABHD14B plays in mammalian physiology and poses new questions regarding the role of this hitherto cryptic metabolism-regulating enzyme.

Posttranslational modifications (PTMs) are innate cellular mechanisms that tightly regulate many important physiological processes such as chromatin remodeling, transcription, DNA repair, cellular signaling, protein folding, autophagy, apoptosis, and central metabolic pathways (1, 2, 3). While >200 PTMs have been identified to date, only a handful of them have been thoroughly investigated (*e.g.,* phosphorylation, acetylation, and methylation) (1). Protein lysine acetylation (PKAc) is the second most abundant PTM in cells (after phosphorylation) that was identified over half a century ago; yet, its widespread abundance and physiological importance have only been reported recently (4, 5, 6, 7). PKAc was initially thought to be restricted only to histones or the enzymes acetylating them and were therefore monikered histone acetyltransferases (HATs) (8, 9). However, recent studies have shown that numerous nonhistone proteins are also acetylated by this enzyme class (7), and hence, the nomenclature for this enzyme family has been expanded to lysine acetyltransferase (KAT) (Fig. 1*A*) (8). PKAc neutralizes the positive charge on protein lysine residue(s) (*e.g.,* histones, transcription factors and regulators, and nuclear proteins/receptors) alters their protein–protein or protein–DNA interactions and in doing so, is thought to activate transcription by disrupting such interactions (10). PKAc has also been linked to the regulation of metabolism, as recent studies have shown that the activity of key enzymes involved in central metabolism (*e.g.,* glycolysis, gluconeogenesis, tricarboxylic acid cycle (TCA) cycle, urea cycle, fatty acid β-oxidation, and glycogen metabolism) are spatiotemporally regulated and/or contextually modulated by this PTM (6, 7, 11, 12).

**Figure 1:**
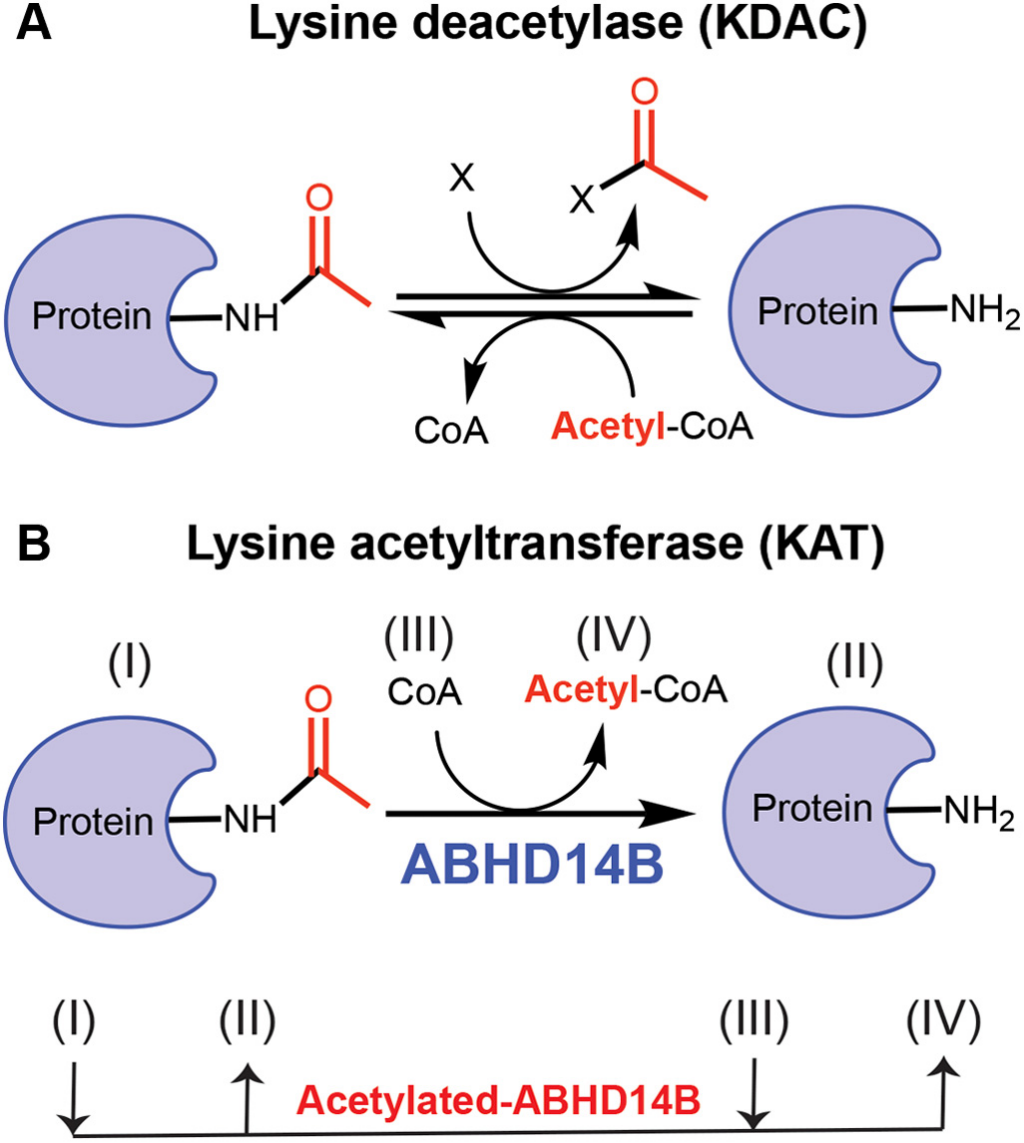
**KATs/KDACs and ABHD14B.***A*, the enzymatic reactions catalyzed by KATs (*e.g.,* HATs) and KDACs (*e.g.,* HDACs, sirtuins, ABHD14B). For the KDAC catalyzed reactions, X = water for HDACs, NAD^+^ for sirtuins, or Co-A for ABHD14B. *B*, the enzymatic reaction catalyzed by the novel KDAC ABHD14B (*top*), using a distinct ping pong mechanism (*below*) conserved for all metabolic serine hydrolase enzymes (24, 28). ABHD14B, α/β-hydrolase domain containing protein # 14B; HATs, histone acetyltransferases; KATs, lysine acetyltransferases; KDACs, lysine deacetylases.

Given its abundance and unlike other PTMs, PKAc is reversible, and the removal of the acetyl group from lysine residue(s) *via* an amide bond cleavage is catalyzed by enzymes known as lysine deacetylases (KDACs) (Fig. 1*A*) (13). Counter to KATs, KDACs deacetylate histones and/or other nuclear proteins remodel the chromatin back into a heterochromatin state and are therefore thought to repress transcription (11, 13, 14). Until recently, KDACs comprised of two enzyme classes: (i) histone deacetylases (HDACs) (moniker, given their ability to deacetylate histones) (13, 14, 15) and (ii) sirtuins (16, 17, 18, 19). The catalytic mechanisms of both these enzyme classes and the eventual fate of the acetyl group are quite distinct. The HDACs for example use a divalent metal cation (generally Zn^2+^) to activate a nucleophilic water molecule that hydrolyses the amide bond of an acetylated lysine residue to give free acetate as the product (13, 14, 15). The sirtuins on the other hand are NAD^+^ dependent and yield nicotinamide and 2’/3′-*O*-acetyl-ADP-ribose as the end products of the KDAC reaction (16). Like KATs, KDACs also regulate important physiological processes like cell growth and differentiation, energy production, glucose and lipid metabolism, longevity, and organelle biogenesis (4, 11). Given their physiological importance, deregulation in the cellular balance of KAT/KDAC activity has been linked to numerous human metabolic pathophysiological conditions like diabetes, obesity, cancer, neurodegenerative disorders, cardiac hypertrophy, and autoimmunity (20, 21, 22, 23).

Recently, we annotated the orphan enzyme α/β-hydrolase domain containing protein # 14B (ABHD14B) as a novel KDAC, thus expanding this enzyme family’s repertoire (24). Nearly 2 decades ago, the three-dimensional structure of human ABHD14B was solved, and a yeast two-hybrid screen identified this enzyme as an interactor of the HAT domain of the transcription factor TAF_II_250 (25). The reported structural studies showed that ABHD14B possessed the canonical ABHD fold (25, 26, 27), an invariant catalytic triad (Ser-His-Asp), and based on its protein sequence, was subsequently categorized as an outlying member of the metabolic serine hydrolase family (28). We recently showed that ABHD14B was able to transfer an acetyl group from posttranslationally modified protein lysine residue to coenzyme-A (CoA), thus making the biologically important acetyl-CoA (Fig. 1*B*) (24). Genetic knockdown of ABHD14B in mammalian cells showed significantly increased cellular PKAc and decreased cellular concentrations of acetyl-CoA, thus confirming our *in vitro* functional annotation to more physiological cellular setting (24). What distinguishes ABHD14B from the HDACs and sirtuins are (i) the use of CoA as a co-substrate and the end fate of the acetyl group (formation of acetyl-CoA) and (ii) the catalytically conserved ping-pong mechanism conserved for all metabolic serine hydrolase enzymes (Fig. 1*B*) (24).

To investigate the physiological role of ABHD14B, we developed an exquisitely selective antibody against mammalian ABHD14B (24) and surveyed the tissue distribution of ABHD14B in mice. Quite interestingly, this protein profiling study showed that ABHD14B had restricted expression only in the metabolically active tissues (liver and kidneys) (24), leading us to hypothesize that this enzyme activity might be playing an important function in regulating metabolism and in turn cellular energetics. Following up on this study, here, we report an integrated, yet very complementary, transcriptomics, and metabolomics analysis in mammalian HEK293T cells, where ABHD14B expression is knocked down. These experiments together suggest that ABHD14B plays an important role in modulating glucose metabolism in cells and in turn also regulates cellular energetics. Further, from studies in mice, we find that disruption of hepatic ABHD14B especially during fasting, disturbs homeostatic systemic glucose metabolism, and in doing so, significantly alters the organismal energetic status. Taken together, our findings collectively establish for the first time, a link between (hepatic) ABHD14B and glucose metabolism in mammals.

## Results

### Transcriptomics shows ABHD14B regulates central metabolic pathways

Preliminary studies have shown that by its putative interactions with the HAT domain of TAF_II_250, ABHD14B can regulate transcriptional activity in mammalian cells (25). We recently annotated ABHD14B as a novel KDAC, and other KDACs (*e.g.,* sirtuins, HDACs) are known regulators of transcription and in turn metabolic activity in mammals. Given this precedence, we decided to perform a transcriptomics analysis in mammalian cells, where ABHD14B was depleted. We have previously shown that plasmids KD_2 and KD_3 produced robust and significant (>90%) knockdown of ABHD14B in mammalian HEK293T cells relative to a control nontargeting (NT) plasmid and chose this system for our transcriptomics studies (Fig. S1*A*) (24). In this study, we also included untreated “wild-type” (WT) HEK293T cells as an additional control to negate any “off” targets of the control NT plasmid and enrich transcriptional changes specifically brought about specifically by the depletion of ABHD14B in this cell line. Using standard protocols, RNA was isolated from all these HEK293T cell lines (*i*.*e.*, KD_2, KD_3, NT, and WT), and transcriptome analysis was performed using the Ilumina NextSeq platform as per manufacturer’s instructions (Fig. S1*B*). 

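HEK293T is an established human embryonic kidney cell line. The KD_2 and KD_3 lines carry different shRNA plasmids against ABHD14B, the NT line carries a nontargeting shRNA plasmid, and WT cells carry none. RNA from 4 biological replicates of each of the 4 lines was sequenced, giving 16 libraries. NT, KD_2 and KD_3 cells were kept in 6 µg/ml puromycin and WT cells were not. The libraries were made with a QuantSeq 3′ kit, which captures the 3′ end of each mRNA, so that the reads on a gene do not grow with its length. The authors trimmed the adapters, mapped the reads to GRCh38 and deposited the number of reads on each of 60107 genes as whole counts, without normalization. Summed over genes and summary rows, a library held between 5116346 and 24738553 counts, with a mean of 12.3 M beside the paper's average depth of 12 M. Of this sum, a mean of 36.9% was on genes, 41.3% was of reads aligned to several places and 21.2% was of reads outside annotated genes. All values given here use the counts on genes. These counts ranged from 2019593 to 9826746 in WT libraries (median 4084672) and from 2660733 to 5844141 in NT libraries (median 3286004). They ranged from 3069279 to 8871719 in KD_2 libraries (median 5311258) and from 1935626 to 8129386 in KD_3 libraries (median 2566917). For each comparison, genes with few counts were removed by edgeR's default filter, the libraries of the 2 lines were scaled by its TMM method, and genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as a DEG at the paper's threshold, an adjusted p-value under 0.01 and a change over 1.5-fold. Of the choices tried, a test against a change of 1.5-fold in place of no change moved the numbers of DEGs relative to WT cells by over 1.5 times, and the filter on low counts, the scaling and the number of lines in 1 fit moved them by less.

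ABHD14B, the gene targeted by both shRNAs, lies on chromosome 3 of GRCh38 from 51968510 to 51983409. Its exons, which the files list under the gene's Ensembl identifier, overlap those of PCBP4 on the same strand and of ABHD14A and ACY1 on the other strand, so reads could have been assigned to either gene or to none. The 4 libraries of each line, from replicate 1 to replicate 4, held 89, 16, 69 and 104 ABHD14B counts in WT cells and 135, 77, 67 and 57 in NT cells. KD_2 libraries held 16, 27, 7 and 35 counts and KD_3 libraries 17, 5, 11 and 42. After scaling, ABHD14B was at 15.4 ± 7.28 CPM, the count scaled to the size of the library (SD, n = 4), in WT cells and 21.6 ± 0.772 CPM (SD, n = 4) in NT cells. It was at 3.50 ± 1.08 CPM (SD, n = 4) in KD_2 cells and 4.55 ± 1.59 CPM (SD, n = 4) in KD_3 cells. Relative to WT cells, the log2 fold change was -2.08 in KD_2 cells (standard error 0.32, adjusted p = 0.00018 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In KD_3 cells it was -1.70 (standard error 0.33, edgeR adjusted p = 0.00129). Every KD_2 and every KD_3 library was below every WT library (two-sided exact permutation test, p = 0.0286 for each line, the smallest p that 4 libraries against 4 allow). With each library left out in turn, the log2 fold change stayed between -2.24 and -1.77 in KD_2 cells and between -1.86 and -1.38 in KD_3 cells. The alternative that moved it most was DESeq2 with its fold-change prior, chosen after seeing the data, which gave -1.67 and -1.32. Tested against a change of 1.5-fold, ABHD14B passed in KD_2 cells (edgeR adjusted p = 0.0032) and not in KD_3 cells (edgeR adjusted p = 0.0215). Compared with NT cells, ABHD14B had a log2 fold change of -2.55 in KD_2 cells (standard error 0.20, edgeR adjusted p = 6.8e-19), where its mean CPM was 16.2% of that in NT cells. The corresponding log2 fold change in KD_3 cells was -2.17 (standard error 0.20, edgeR adjusted p = 7.39e-12), at 21.1% of the mean CPM in NT cells. Between NT and WT cells the difference was not significant (log2 fold change 0.48, standard error 0.24, edgeR adjusted p = 0.147). It passed the threshold without WT replicate 1, which had the highest CPM of the WT libraries (24.9), with a log2 fold change of 0.80, and under limma-voom with sample weights, with 0.78.

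**Figure D1:**
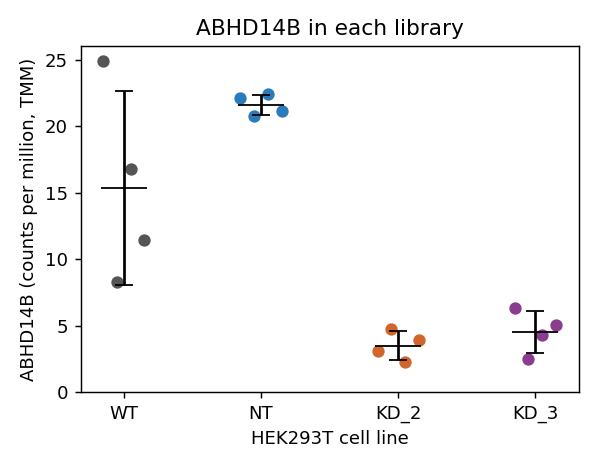
ABHD14B in each of the 16 libraries, in CPM after TMM scaling (vertical axis), by cell line (horizontal axis), with points for libraries and black bars for the mean ± SD of the 4 libraries of a line. The KD_2 libraries sit between 2.26 and 4.76 CPM and the KD_3 libraries between 2.54 and 6.35 CPM, below the lowest WT library at 8.29 CPM.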

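For the clustering of the 16 libraries, log2 CPM values were computed with a prior count of 2, and the 500 genes with the largest variance over all libraries were kept. The first principal component held 58.4% of the variance of these genes and the second held 15.1%. The mean distance between libraries of different lines was 1.45 times the mean distance between libraries of the same line (one-sided permutation test with 100000 permutations of the labels, p = 1e-05, the smallest p they can give). WT libraries were 35.0 ± 12.5 (SD over 6 pairs) apart on average and were the least tight group. The mean distance within a line was 16.7 ± 1.12 for NT, 13.7 ± 2.06 for KD_2 and 17.7 ± 2.63 for KD_3 libraries (SD over 6 pairs each). WT libraries lay 43.2 from NT, 43.6 from KD_2 and 44.0 from KD_3 libraries on average. NT and KD_2 libraries lay 16.3 ± 1.71 apart (SD over 16 pairs), about the distance between NT libraries themselves. NT and KD_3 libraries lay 17.8 ± 2.56 apart and KD_2 and KD_3 libraries 16.3 ± 2.79 apart (SD over 16 pairs each). Among the 12 NT, KD_2 and KD_3 libraries alone, the ratio of distances between and within lines was 1.04 (one-sided permutation test, p = 0.00031). The setting that moved the ratio most was the variance stabilizing transformation of DESeq2, which gave 2.43 over all libraries. WT replicate 1 was the farthest from its own line, at a mean distance of 45.8, and the other WT replicates lay between 29.7 and 34.4.

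**Figure D2:**
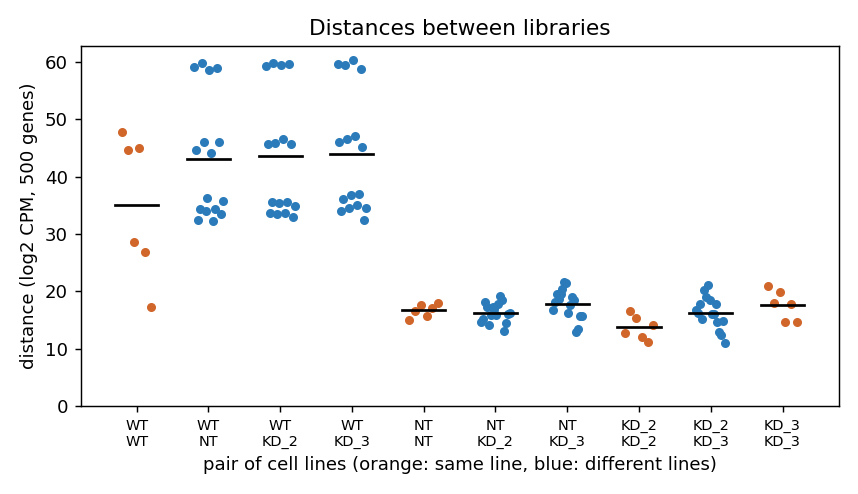
Distances between pairs of libraries over the log2 CPM values of the 500 most variable genes (vertical axis), for each pair of cell lines (horizontal axis), with a point for each pair of libraries, orange within a line and blue between lines, and black lines for means. Pairs of NT, KD_2 and KD_3 libraries reach 21.6 at most, and pairs with a WT and another library start at 32.3.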

First, to ensure relatedness between samples of a particular HEK293T cell line (*i*.*e.*, KD_2, KD_3, NT, and WT), after examining the raw reads (Fig. S1*C*), we performed a principal component analysis amongst all these samples (Fig. S1*D*) and found tight clustering of samples of a particular cell line, suggesting that a particular HEK293T cell line (*i*.*e.*, KD_2, KD_3, NT, and WT) behaved like wise in the transcriptomics analysis. Next, we looked for the differentially expressed genes (DEGs) in the KD_2 and KD_3 HEK293T cell lines relative to WT HEK293T cells and found 1817 (1017 upregulated and 800 downregulated) and 1484 (841 upregulated and 643 downregulated) DEGs respectively that passed the set threshold (>1.5-fold change and adjusted *p*-value < 0.01) from this analysis (Fig. 2*A* and Table S1). 

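Of 13516 genes tested between KD_2 and WT cells, 1707 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 884 were upregulated and 823 downregulated. Between KD_3 and WT cells, 12520 genes were tested and 1478 passed, 764 of them upregulated and 714 downregulated. A total of 1210 genes were DEGs in the same direction in both KD lines. Since both comparisons used the same WT libraries, unchanged groups were simulated against them 20 times. The fold changes of the simulated KD_2 and KD_3 groups, across genes, correlated at 0.730 to 0.747, where the observed fold changes correlated at 0.945. The number of DEGs moved most when the change itself was tested against 1.5-fold (edgeR's glmTreat), which left 289 DEGs in KD_2 and 234 in KD_3 cells. With each library left out in turn, the number of DEGs was between 1293 and 2276 in KD_2 cells and between 1073 and 1937 in KD_3 cells. The spread between replicates of these comparisons, as edgeR's common dispersion, was 0.0174 with KD_2 and 0.0189 with KD_3 libraries. Of the 1817 KD_2 DEGs in the paper's Table S1, 1645 were among the 1707, all of them in the same direction, and 73 were not tested because of low counts. The fold changes of the shared genes correlated at 0.975 across genes, which are not independent replicates. The other sheets of Table S1 were held here only in part and were not compared.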

Here, we also found that relative to WT HEK293T cells, NT-treated HEK293T cells also showed 1507 (832 upregulated and 675 downregulated) DEGs (Fig. S1*E* and Table S1), and therefore, we decided to remove such DEGs (off-targets of NT) from further analysis. 

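Of 12931 genes tested between NT and WT cells, 1492 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 751 upregulated and 741 downregulated in NT cells. The number was between 1058 and 1967 with each library left out in turn, and 218 under edgeR's glmTreat. Without WT replicate 1 the upregulated DEGs rose to 1180. Of these DEGs, 1213 were also DEGs of KD_2 cells in the same direction, and 1109 were also DEGs of KD_3 cells in the same direction. Across genes, the log2 fold changes of NT and KD_2 cells relative to WT cells had a correlation of 0.938. Because the same WT libraries entered both comparisons, part of this correlation arises with no change at all. In 20 simulations of NT and KD_2 groups that did not differ from the WT libraries, the correlation was between 0.739 and 0.758, and 0 genes were shared DEGs. The common dispersion between NT and WT libraries was 0.0196. Mitochondrially encoded genes took 14.2% to 16.2% of the counts on genes in WT libraries and 10.5% to 12.5% in the 12 NT, KD_2 and KD_3 libraries, a difference in means of 3.57 percentage points (two-sided exact permutation test over 1820 splits, p = 0.000549, the smallest p that these splits allow, adjusted p = 0.00495 over 9 tests of library shares).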

For this, we assessed the DEGs data from all the HEK293T cell lines using a Venn diagram (Fig. 2*B*) and found a total of 743 genes (Table S1) that were differentially enriched (410 upregulated and 333 downregulated) in either KD_2 (375 genes, 205 upregulated and 170 downregulated) or KD_3 (168 genes, 91 upregulated and 77 downregulated) or both (200 genes, 114 upregulated and 86 downregulated) HEK293T cell line.

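Removal of the NT DEGs from the KD_2 and KD_3 DEGs left 674 genes, 341 upregulated and 333 downregulated. Of these, 305 were DEGs in KD_2 cells alone (151 upregulated and 154 downregulated), 180 in KD_3 cells alone (81 upregulated and 99 downregulated) and 189 in both (109 upregulated and 80 downregulated). With each library left out in turn, between 516 and 1003 genes were left. The numbers per line moved further with single libraries. The genes left in KD_2 cells alone went from 147 without KD_2 replicate 1 to 472 without WT replicate 1, those left in KD_3 cells alone from 87 without KD_3 replicate 2 to 255 without WT replicate 1, and those left in both from 109 without KD_3 replicate 4 to 385 without NT replicate 2. Without any 1 of the NT libraries, 352 to 385 genes were left in both lines. Upregulated genes went from 54 without KD_2 replicate 1 to 255 without WT replicate 1 in KD_2 cells alone, from 31 without KD_3 replicate 2 to 137 without WT replicate 1 in KD_3 cells alone and from 57 without KD_2 replicate 4 to 224 without NT replicate 2 in both. Downregulated genes went from 87 without KD_2 replicate 2 to 217 without WT replicate 1, from 48 without KD_3 replicate 3 to 119 without KD_2 replicate 2 and from 40 without KD_3 replicate 1 to 167 without NT replicate 3 in the same order, and all upregulated genes together from 244 without KD_2 replicate 1 to 530 without NT replicate 2. The alternative that moved the 674 genes most was glmTreat, with 128, followed by removal of every gene with an adjusted p-value under 0.05 in NT cells at any fold change, with 186. In NT cells, 620 of the 674 genes had been tested relative to WT cells, and 616 of them (99.4%) changed in the same direction as in the KD line. Their median log2 fold change, taken in the direction of the KD line, was 0.72 in the KD line and 0.56 in NT cells. Part of this can arise with no change at all, because the KD lines and NT cells were compared with the same WT libraries. In 20 simulations of unchanged lines, which gave 0 DEGs, the 468 to 571 genes over 1.5-fold in a KD line changed in the same direction in NT cells in 95.7% to 99% of cases (median 97.2%). Their median log2 fold changes were 0.68 to 0.72 in the KD line and 0.50 to 0.54 in NT cells. Unlike the 620 genes, these simulated genes were not required to pass an adjusted p-value. They are therefore not a matched baseline for the 99.4%. When the 3 lines were simulated with 1 mean of their own, 100% of the retained genes had the same direction in NT cells, with median log2 fold changes of 0.68 to 0.72 and 0.56 to 0.57. In NT cells, 488 of them had an adjusted p-value under 0.05, 149 had one under 0.01 and 251 changed over 1.5-fold.

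The KD lines were also compared with NT cells directly, a comparison that the paper does not report. Of 13591 genes tested between KD_2 and NT cells, 9 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1311 had an unadjusted p-value under 0.05. Between KD_3 and NT cells, 10 of 12461 genes passed, and 1225 had an unadjusted p-value under 0.05. Without NT replicate 2, and likewise without KD_2 replicate 1, 5 genes passed between KD_2 and NT cells. Between KD_3 and NT cells 6 genes passed without NT replicate 2, and likewise without KD_3 replicate 3. The common dispersion was 0.00441 between KD_2 and NT libraries and 0.0046 between KD_3 and NT libraries. Among the retained genes, 6 also passed against NT cells in the same line and direction: ABHD14B, SDC4, MAGEA10, BEX1, H1-4 and SNORA79, which apart from ABHD14B are named here after their values were seen. They were 3 of the 494 retained KD_2 DEGs and 4 of the 369 retained KD_3 DEGs. SNORA79 is annotated as a snoRNA and not as an mRNA, which the kit captures, so its counts are uncertain. At an unadjusted p-value under 0.05, 114 retained KD_2 DEGs and 105 retained KD_3 DEGs differed from NT cells in the same direction. Without NT replicate 1, 12 retained genes also passed against NT cells. DESeq2, with its default filter, gave no adjusted p-value for 20675 of 27127 genes between KD_2 and NT cells and for 19674 of 26519 between KD_3 and NT cells, ABHD14B included, and called 3 and 7 genes. Of the genes called by edgeR, 6 of 9 and 3 of 10 had no adjusted p-value there. ABHD14B was the only gene past the threshold in the same direction in all 4 comparisons of a KD line with WT or NT cells. Under glmTreat it passed in 3 of the 4, all but KD_3 relative to WT cells.

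**Figure D3:**
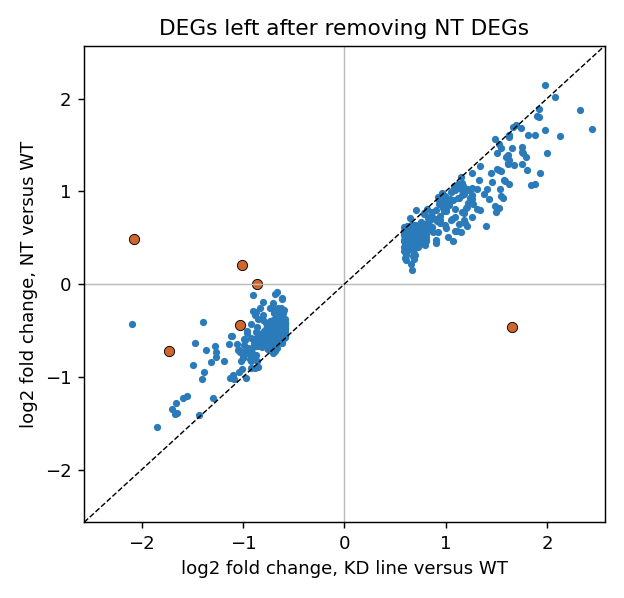
Log2 fold changes of the 620 retained genes that were tested in NT cells, in the KD line relative to WT cells (horizontal axis; KD_2 where the gene was a KD_2 DEG and KD_3 otherwise) and in NT cells relative to WT cells (vertical axis), with points for genes, a dashed line at equal values and orange points for the retained genes that also passed against NT cells and were tested in NT relative to WT cells. Of the 620 genes, 616 (99.4%) have the same sign on both axes. In simulations with no change the median was 97.2%, among genes over 1.5-fold that were not required to pass an adjusted p-value.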

**Figure 2:**
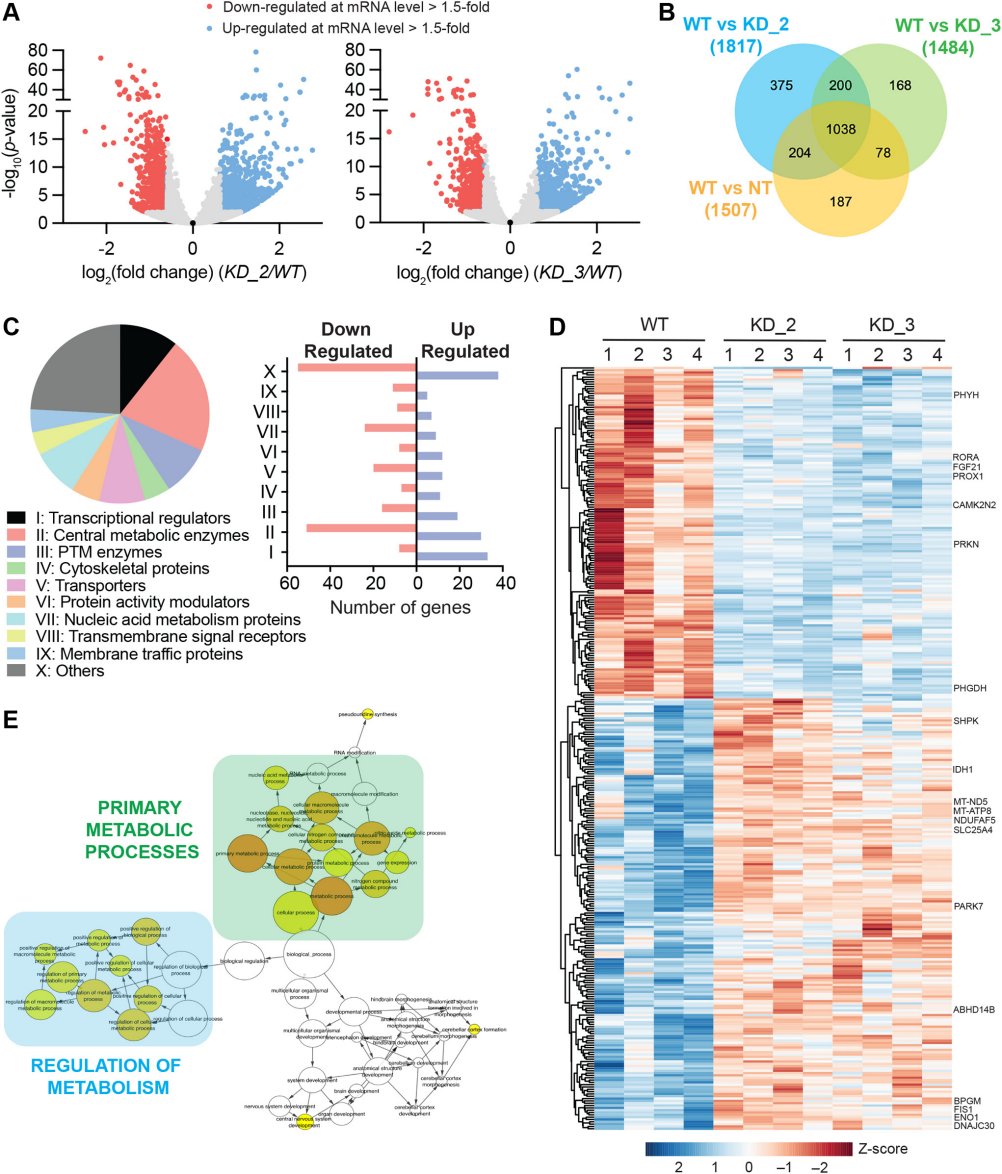
**ABHD14B knockdown causes transcriptomics changes in HEK293T cells**. *A*, volcano plot showing differentially expressed genes (DEGs) in KD_2 and KD_3 HEK293T cells relative to WT HEK293T cells as determined by RNA-sequencing. The data represents mean values from four independent biological experiments. A cut-off of adjusted *p*-value < 0.01 was set for the genes, with a change of > 1.5-fold. Based on this filter, upregulated and downregulated genes are colored in *blue* and *red*, respectively. *B*, Venn diagram analysis of the DEGs from the transcriptomics analysis of KD_2, KD_3, and NT HEK293T cells relative to WT HEK293T cells used to eliminate the off-targets of NT HEK293T cells from subsequent bioinformatics analysis. *C*, gene ontology annotation of the DEGs showing various functional protein classes (*left*) and the number of DEGs from each functional protein class (*right*) from the KD_2 and/or KD_3 HEK293T cells relative to WT HEK293T cells using the PANTHER classification system (29). *D*, hierarchical clustering analysis of the various DEGs involved in metabolic pathways and processes as per the MGI database (30), showing like-wise (similar trend) upregulation or downregulation in expression profiles in KD_2 and/or KD_3 HEK293T cells relative to WT HEK293T cells. The gene names written on the graph were considered important metabolic genes as part of this study, showing stark changes in KD_2 and/or KD_3 HEK293T cells relative to WT HEK293T cells, and are further summarized in Figure 5. *E*, a cellular network analysis using the Cytoscape program (31), showing that, amongst the various DEGs identified from the MGI database, primary metabolic processes (*e.g.,* glycolysis and TCA cycle) and regulators of these processes are the most enriched or overrepresented biological pathways from this bioinformatics analysis. For (*A-E*), complete information of all the DEGs from all these analyses are available in Table S1. TCA, tricarboxylic acid cycle.

Having shortlisted 743 putative DEGs from the aforementioned transcriptome analysis, leveraging publicly available (open-source) bioinformatics platforms, next, we wanted to identify the possible biological pathways that might be altered as a result of depleting the KDAC ABHD14B in HEK293T cells. Towards this, we first decided to perform a gene ontology (GO) survey and searched these 743 DEGs in the PANTHER classification system (http://www.pantherdb.org) (29). From this analysis, we found that out of the 743 DEGs, 369 were annotated in the PANTHER classification database, while the remaining 374 DEGs were classified (or listed) as uncharacterized or unknown in this classification system (Table S1). Amongst the 369 DEGs annotated in PANTHER, we found that enzymes involved in central metabolic processes (81 genes, 30 upregulated and 51 downregulated) and transcriptional regulators modulating metabolic processes (41 genes, 33 upregulated and eight downregulated) were the most enriched class of genes (Fig. 2*C*). Several other proteins (or enzymes) involved in metabolic processes such as PTM modulating enzymes, protein activity modulators, and enzymes regulating nucleic acid metabolism (Fig. 2*C* and Table S1) were also represented in this GO study and suggested that ABHD14B might have a function in the regulation of metabolism.

To avoid any database bias, we performed a similar GO analysis in the MGI database (http://www.informatics.jax.org) (30) and found that of the 743 DEGs, a significant majority (329 genes, 178 upregulated and 151 downregulated) had putative roles to play in central metabolic processes and/or its regulation, especially glucose metabolism (Table S1). 

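Of the genes that the paper names from its transcriptome analysis, 17 had enough counts to be tested (ABHD14B, BPGM, ENO1, IDH1, PHYH, PHGDH, SHPK, NDUFAF5, MT-ND5, MT-ATP8, DNAJC30, SLC25A4, FIS1, PARK7, RORA, CAMK2N2 and PROX1). The remaining genes of the MGI list were not compared here as a list. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 13 of the 17 were DEGs in KD_2 and 10 in KD_3 cells relative to WT cells, and 0 were DEGs in NT cells, where 16 had an unadjusted p-value under 0.05. Under glmTreat, 1 of the 17, ABHD14B, passed in KD_2 cells and 0 in KD_3 cells relative to WT cells, so that each other call of these genes was lost. Of the 17, 17 in KD_2, 15 in KD_3 and 11 in NT cells had an adjusted p-value under 0.01 when adjusted over the list alone. Since the paper chose these genes on the same libraries, this is not independent evidence. In KD_2 cells, the 4 libraries lay entirely above or entirely below the 4 WT libraries for 15 of the 17 genes. The same held for 15 genes in KD_3 and for 8 genes in NT cells, where chance gives 2.86% of genes. The genes that did overlap WT libraries were MT-ATP8 and SHPK in KD_2 cells and FIS1 and SHPK in KD_3 cells. Against NT cells, ABHD14B alone of the 17 was a DEG in KD_2 and in KD_3 cells. The log2 fold changes of the other 16 relative to NT cells were between -0.52 and 0.15 in KD_2 cells and between -0.45 and 0.38 in KD_3 cells. Adjusted over the list alone, 2 of the 17 had an adjusted p-value under 0.01 against NT cells in each KD line.

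**Figure D4:**
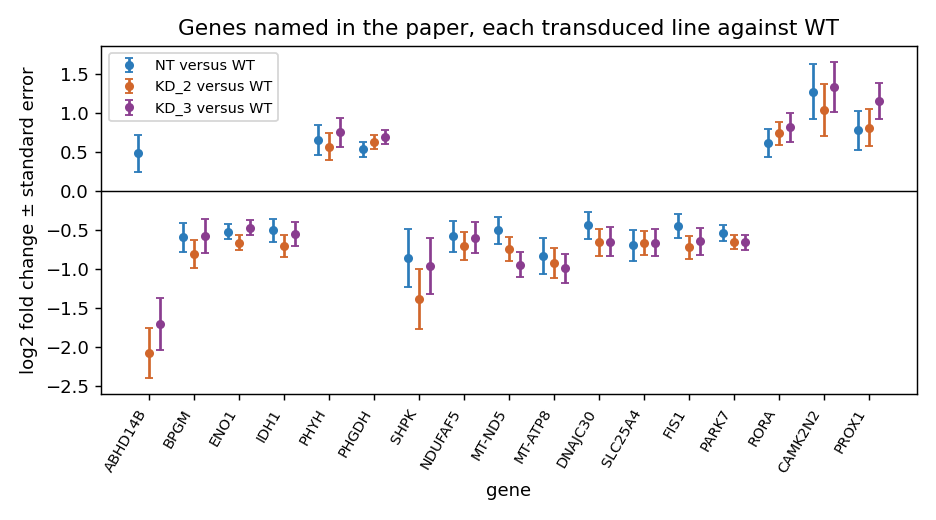
Log2 fold changes of the 17 tested genes named in the paper (horizontal axis) in KD_2, KD_3 and NT cells relative to WT cells (vertical axis), with points for the edgeR estimates from 4 libraries against 4 and bars for their standard errors. Apart from ABHD14B, which is lower in KD_2 and KD_3 cells and at 0.48 in NT cells, each gene changes in the same direction in the 3 lines.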

We performed a hierarchical clustering analysis of these 329 DEGs involved in metabolism from the GO search from the MGI database for all the replicates from the transcriptome analysis and found a significant change in their expression profiles in almost all the KD_2 or KD_3 HEK293T cell replicates relative to WT HEK293T cell replicates (Fig. 2*D*). Further, using Cytoscape (https://cytoscape.org) (31), we performed a biological network analysis on these 329 DEGs putatively involved in metabolism and found that cellular or primary metabolic processes (*e.g.,* glycolysis, citric acid cycle) were the most overrepresented pathway annotation, followed by regulation of metabolic processes (Fig. 2*E* and Table S1). Finally, to validate the findings from the transcriptomics analysis, we performed a real-time qPCR experiment on a handful of DEGs and found from this experiment that these DEGs showed changes and trends similar to those observed from the transcriptomics analysis (Fig. S1*F*). Taken together, the transcriptomics study coupled with the GO and bioinformatics analysis from PANTHER and MGI database strongly suggest that ABHD14B regulates expression of numerous proteins, particularly enzymes involved in central metabolic processes, especially glucose metabolism and/or transcriptional regulators of primary metabolic processes.

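The change of whole pathways was tested on gene lists written before the counts were seen. The test was camera (limma) at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over 36 tests of 6 lists in 6 comparisons. The glycolysis, TCA cycle and mitochondrially encoded lists were chosen because the paper draws its conclusion on these pathways, partly from these same libraries. They hold genes that the paper names as changed (BPGM, ENO1, IDH1, MT-ATP8 and MT-ND5). The remaining lists followed a look at the top of the paper's Table S1, so that no list is independent evidence. The glycolysis list held 19 enzymes and had a median log2 fold change of -0.47 in KD_2 cells (camera adjusted p = 3.53e-05), -0.33 in KD_3 cells (camera adjusted p = 0.0131) and -0.40 in NT cells (camera adjusted p = 0.00023, over 18 enzymes), all relative to WT cells. The list no longer passed in KD_3 cells without WT replicate 1, with a median of -0.21. For the 24 enzymes of the TCA cycle the medians were -0.31, -0.33 and -0.33 (camera adjusted p = 0.000339, 0.00165 and 0.000151). The 13 mitochondrially encoded subunits of the electron transport chain had medians of -0.92, -1.02 and -0.83 (camera adjusted p = 3.16e-16, 4.59e-23 and 3.67e-15), with 100% of the subunits downregulated in each line. With the correlation estimated from the data in place of the preset one, the mitochondrially encoded list kept an adjusted p-value under 0.05 in the 3 lines (0.00453, 0.00208 and 0.00542), and the glycolysis and TCA cycle lists did not in any of them. With fry (limma), all 3 lists did in each line. As many of the 6 lists had an unadjusted p-value under 0.05 in 13 of the 35 splits of the KD_2 and WT libraries into 4 and 4, in 10 of those of the KD_3 and WT libraries and in 13 of those of the NT and WT libraries, the real split included. Each of the other splits so counted kept 3 of the 4 WT libraries in one group, and in the 18 splits of each comparison with 2 WT libraries in each group at most 2 lists did. Compared with NT cells, the medians in KD_2 cells were -0.05 for glycolysis (camera adjusted p = 0.126), 0.02 for the TCA cycle (0.495) and -0.05 for the mitochondrially encoded subunits (0.00206, which held neither with fry nor with the estimated correlation). In KD_3 cells they were 0.06 for glycolysis (camera adjusted p = 0.00254, which held under neither), 0.06 for the TCA cycle (0.182) and -0.19 for the mitochondrially encoded subunits (4.64e-25, which held under both, at 6.95e-05 and 0.00208). By library, the share of counts on all mitochondrially encoded genes differed by -1.13 percentage points (exact permutation test, p = 0.114, adjusted p = 0.171 over 9 tests). NT replicate 1, at 10.55%, lay within the range of the KD_3 libraries, 10.49% to 11.14%. Without this library the difference was -1.57 points (exact permutation test, p = 0.0286). With each library left out in turn, the medians relative to NT cells went from -0.0772 without NT replicate 2 to -0.0126 without NT replicate 3 for glycolysis, from -0.0118 without NT replicate 2 to 0.0551 without NT replicate 1 for the TCA cycle and from -0.0576 without NT replicate 2 to -0.0291 without KD_2 replicate 3 for the mitochondrially encoded subunits in KD_2 cells. In KD_3 cells they went from 0.0388 without KD_3 replicate 4 to 0.12 without KD_3 replicate 3 for glycolysis and from 0.0104 without NT replicate 2 to 0.0825 without NT replicate 1 for the TCA cycle. From the DEGs of KD_2 and KD_3 cells relative to WT cells that were left after the removal of the NT DEGs, and from their annotation in PANTHER and MGI, the paper proposes that ABHD14B regulates the expression of enzymes of central metabolism, especially of glucose metabolism, and of transcriptional regulators of these processes. The paper also reports a network analysis in Cytoscape, and real-time qPCR of selected DEGs with similar trends relative to WT cells.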

### Metabolomics shows ABHD14B regulates glucose metabolism

Since the transcriptomics analysis hinted at a role for ABHD14B in regulating cellular central metabolic pathways, we decided to perform a focused metabolomics analysis and determine if any metabolites and/or central pathways were altered in mammalian cells following ABHD14B depletion. Toward this, using established metabolite extraction and LC-MS/MS methods (Fig. S2*A* and Table S2) (32, 33, 34, 35), we performed semi-quantitative untargeted (information-dependent acquisition) and/or targeted (multiple reaction monitoring) metabolomics analysis in KD_2 and KD_3 HEK293T cells, where ABHD14B was significantly knocked down relative to NT control. Like the transcriptomics analysis, in the metabolomics studies, untreated WT HEK293T cells were also used as an additional control, and metabolites analyzed from all treated cell lines (NT, KD_2, and KD_3) were normalized to WT HEK293T cells to ensure any “off” target effects were nullified in this metabolomics analysis. From this LC-MS/MS–based metabolomics analysis, the metabolites were considered as “hits” (significantly altered) if they passed the selection filter, *i.e.,* a >1.5-fold change (increase or decrease) with a stringent *p*-value < 0.01, in both KD_2 and KD_3 groups relative to the NT control group. While we were able to confidently identify and semi-quantitate > 200 unique metabolites, only a few (∼30) passed the aforementioned selection filter and evaluated further (Fig. 3*A*). Corroborating the transcriptomics data, prominent among the altered metabolites, interestingly, were several key intermediates from the glycolysis pathway and TCA cycle (or citric acid cycle) that were significantly reduced in their cellular concentrations upon ABHD14B depletion in HEK293T cells (Fig. 3, *A* and *B* and Table S2). Among all the altered metabolites, the end intermediate and/or product of glycolysis, pyruvate, was the most substantially reduced in its cellular concentrations in both KD_2 (∼85%) and KD_3 (∼95%) groups (Fig. 3*B*), while another high energy glycolytic intermediate, 3-phosphoglycerate (3-PG), was also significantly reduced by ∼50% in both KD_2 and KD_3 HEK293T cells (Fig. 3*B*). Further, we also found from this metabolomics analysis that downstream of glycolysis, several important TCA cycle intermediates namely, 2-ketoglutarate (2-KG) (or α-ketoglutarate), succinyl-CoA, fumarate, and malate were also consistently reduced in their cellular concentrations by 40 to 60% in both KD_2 and KD_3 HEK293T cells (Fig. 3*B*).

**Figure 3:**
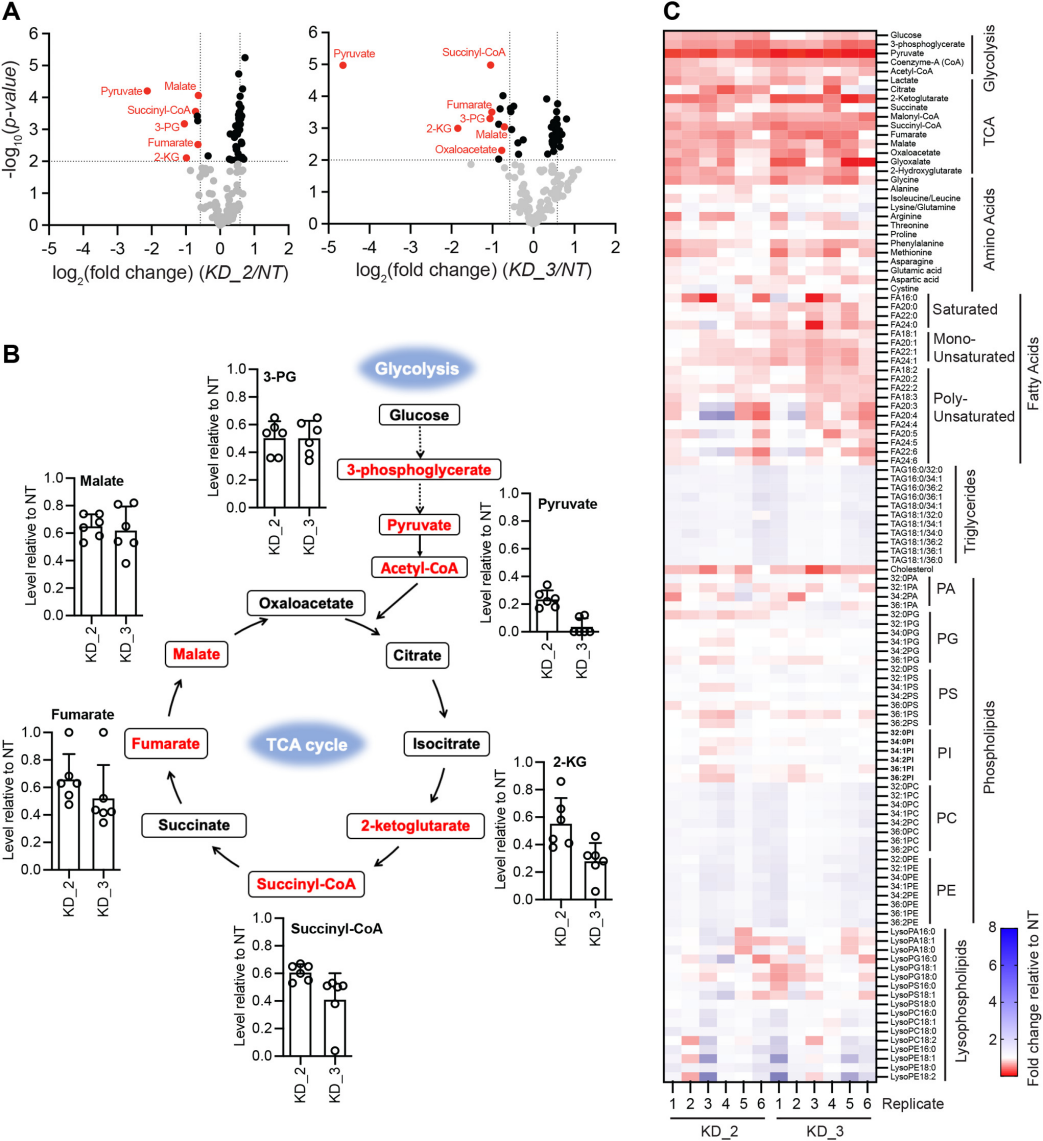
**ABHD14B knockdown causes altered glucose metabolism in HEK293T cells.***A*, volcano plot showing differentially changing metabolites in KD_2 and KD_3 HEK293T cells relative to NT HEK293T cells (all values normalized to WT HEK293T cells) as determined by established LC-MS/MS analysis. The data represent mean values from six independent biological experiments, with a cut-off of adjusted *p*-value < 0.01 (*dashed line* parallel to x-axis) and a > 1.5-fold change (*dashed lines* parallel to y-axis). Based on this filter, the metabolites or intermediates involved in central glucose metabolic pathways that have reduced cellular concentrations are colored in *red*. *B*, relative quantification of intermediates of the glycolysis and TCA cycle, showing significantly reduced cellular concentrations in KD_2 and KD_3 HEK293T cells relative to NT HEK293T cells (all values normalized to WT HEK293T cells). Bars represents mean ± standard deviation from six biological replicates (independent experiments) per group. *C*, heat map plot from every individual experiment from KD_2 and KD_3 HEK293T cells relative to NT HEK293T cells (all values normalized to WT HEK293T cells), showing relative cellular concentrations of metabolites and/or intermediates from different central metabolic pathways (glycolysis, TCA cycle) and for various type of biomolecules (*e.g.,* sugars, amino acids, lipids). Colors in *red* and *blue* represent a decrease and increase in cellular concentration respectively. For (*A–C*), complete information of all the metabolites assessed in this study along with their quantification are available in Table S2. TCA, tricarboxylic acid cycle.

Since the transcriptomics analysis suggested that ABHD14B was possibly involved in regulating expression of genes involved in central or primary metabolic pathways, we also looked in more detail at various other metabolites (*e.g.,* amino acids, fatty acids, neutral and phospholipids) (Fig. 3*C* and Table S2). Here, we found that relative to most of the other central metabolic pathways, upon depletion of ABHD14B in HEK293T cells, glycolysis and TCA cycle were by far the most perturbed central (or primary) metabolic pathways, in that most metabolites of these pathways were significantly reduced in cellular concentrations. Interestingly, apart from the aforementioned metabolites (Fig. 3*B* and Table S2), we found that a few more intermediates on glycolysis and/or TCA cycle namely Co-A/acetyl-CoA and oxaloacetate, along with some shunt and/or byproducts of these pathways (glyoxylate, lactate, and 2-hydroxyglutarate), all showed a consistent reduction (∼20–40%) in cellular concentration upon ABHD14B knock down, but did not pass the strict selection filters described earlier (Figs. 3*C*, S2*B* and Table S2). Besides glycolysis and the TCA cycle, we did not find any altered cellular levels for various amino acids, free fatty acids (saturated, monounsaturated or polyunsaturated), most phospholipids (phosphatidic acid, phosphatidylglycerol, phosphatidylserine, and phosphatidylinositol), and all measured lysophospholipids as a result of ABHD14B depletion in HEK293T cells (Fig. 3*C* and Table S2). We did however notice that there was a modest increase (∼30–40%) in cellular triglycerides and abundant phospholipids (phosphatidyl-cholines and -ethanolamines) levels with a concomitant decrease in cellular cholesterol levels in HEK293T cells with depleted ABHD14B levels (Figs. 3*C*, S2*B* and Table S2). Finally, to validate the metabolomics data, we performed a complementary lactate production assay in all the HEK293T cell lines and found that the depletion of ABHD14B in HEK293T cells indeed resulted in depletion of cellular lactate levels, with a concomitant increase in the secreted lactate concentrations (∼2-fold) (Fig. S2*C*). This finding further supports that depletion of ABHD14B alters the flux of glucose metabolism through both the glycolysis and TCA cycles, by shunting pyruvate to produce lactate that is eventually secreted from cells, thus resulting in decreased cellular levels of both pyruvate and lactate.

### Hepatic ABHD14B regulates systemic glucose homeostasis

Our protein profiling studies in mice showed that ABHD14B is exclusively expressed in metabolically active tissues (*i.e*., liver and kidneys), and therefore, we wanted to investigate, the role that hepatic ABHD14B plays in systemic metabolism. To the best of our knowledge, there are no pharmacological tools (*e.g.,* ABHD14B specific inhibitors) and/or genetic animal models (*e.g.,* ABHD14B knockout mice) to study the *in vivo* functions of ABHD14B, and therefore, we used an established nonviral *in vivo* transfection strategy to knockdown hepatic ABHD14B in mice (36, 37, 38) using the KD_2 and KD_3 plasmids that have produced robust knockdown of ABHD14B (>95%) in mammalian cells (Fig. S3*A*) (24). In this experimental paradigm, 48 h posttransfection, we found by immunoblotting that ABHD14B was substantially depleted (>90%) in the soluble liver proteomes of mice that were administered with KD_2 or KD_3 plasmids, relative to the NT control or no plasmid (control) (Fig. 4*A*). Taking cues from the transcriptomics and metabolomics study from mammalian cells, we postulated that hepatic ABHD14B might have a regulatory function in glucose metabolism, and hence, we investigated the effects of ABHD14B depletion during a fasting paradigm (Fig. S3*A*). We found that upon 6 h of fasting, mice from the control and NT groups had significantly reduced blood glucose levels, while interestingly, mice from the KD_2 and KD_3 groups did not show any reduction in blood glucose levels (Fig. 4*B*). During the course of this experiment, we noticed by visual inspection that upon 6 h of fasting, mice from the KD_2 or KD_3 group, but not from the control or NT group, appeared very sluggish and lost significant body weight during fasting (∼15%) (Fig. 4*C*). Given this observation, we decided to measure hepatic adenosine 5′-triphosphate (ATP) levels of all mice, as this is often a measure of organismal energy status (39, 40, 41). Here, we found that during fed conditions, mice from all experimental groups had comparable hepatic ATP levels, while upon 6 h of fasting, mice from all experimental groups had decreased concentrations of hepatic ATP (Fig. 4*D*). However, the difference between fed-fasted hepatic ATP levels was the most profound for mice from the KD_2 and KD_3 groups compared to the control (or NT) group (Fig. 4*D*).

**Figure 4:**
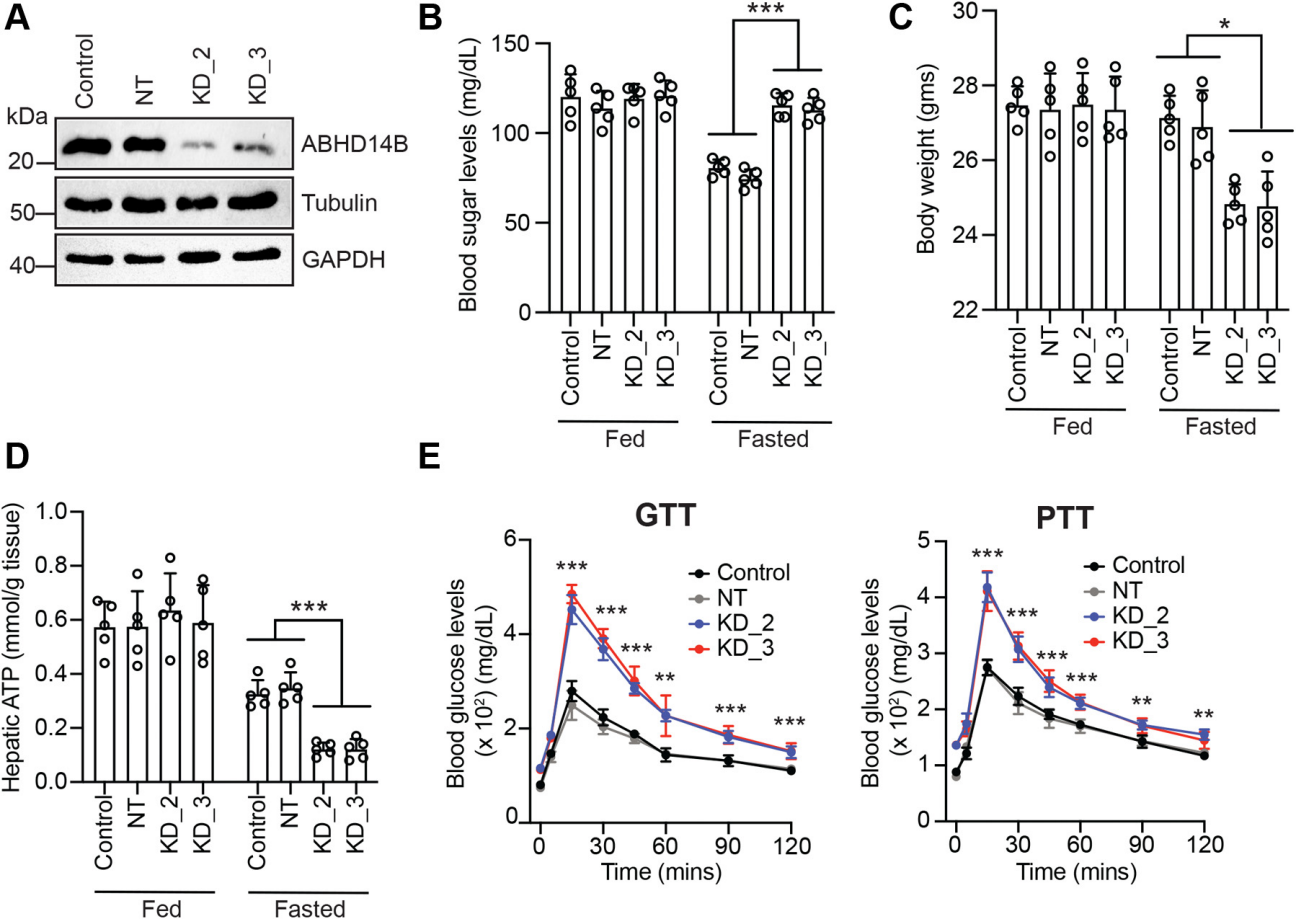
**Hepatic ABHD14B regulates glucose metabolism in mice**. *A*, representative Western blots confirming the knockdown of ABHD14B at a protein level (>90%) in mice liver following transfections with KD_2 or KD_3 plasmids, relative to a non-targeting (NT) plasmid or no plasmid “control” 48 h posttransfection. α-Tubulin and GAPDH were used as protein loading controls for this immunoblotting experiment. This Western blot analysis was performed three times with reproducible results each time. *B*–*D*, blood glucose concentrations (*B*), body weights (*C*), and hepatic ATP concentrations (*D*) of mice from all experimental groups (control, NT, KD_2 and KD_3) after 6 h fasting. *E*, blood glucose concentrations in mice from all experimental groups (control, NT, KD_2, and KD_3) during the course of a glucose tolerance test (GTT) or a pyruvate tolerance test (PTT) performed post 6 h of fasting. Data for (*B-E*) represent mean ± standard deviation from five biological replicates (independent experiments) per group. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001 for KD_2 or KD_3 group *versus* control or NT group by Student’s two-tailed unpaired parametric *t* test. ABHD14B, α/β-hydrolase domain containing protein # 14B.

Following up on this interesting finding, we performed a glucose tolerance test (GTT) and a pyruvate tolerance test (PTT) on mice from all groups post 6 h of fasting using established protocols (Fig. 4*E*) (36, 42) and found that mice from the KD_2 and KD_3 groups had significantly more blood glucose levels in both the GTT and PTT compared to mice from the control group (Fig. 4*E*), while the blood glucose profile for mice from the NT group was comparable to the control group (Fig. 4*E*). The time course profiles from both these tests showed that the differences in blood glucose levels between the mice from the KD_2 or KD_3 group relative to the control (or NT) group were most pronounced at earlier time points (15 or 30 min) (Fig. 4*E*). We confirmed by immunoblotting that at the end of both the GTT and PTT, hepatic ABHD14B levels were still significantly depleted in liver soluble lysates of mice from KD_2 or KD_3 group relative to mice from the NT group (Fig. S3*B*). Besides the liver, the commercially available transfection reagent used by us here, is sometimes known to target knockdown of the same protein in the kidney as well, and to check if this was the case in our experiments, we decided to look at the levels of ABHD14B in the kidneys by immunoblotting. We found no change in ABHD14B levels in the kidney during the course of this experiment (Fig. S3*B*), suggesting that the effects on systemic glucose metabolism were largely, if not exclusively, driven by hepatic ABHD14B. Finally, we also measured serum insulin and glucagon concentrations, as these hormones in mammals, including humans, intricately regulate physiological glucose concentrations during a fed-fasted response (43, 44, 45). Consistent with a fasting response, we found that serum insulin levels decreased, while serum glucagon concentrations increased for all experimental groups (Fig. S3*C*). Further, we found that depleting hepatic ABHD14B had no effect on serum insulin levels between the various experimental groups (Fig. S3*C*). However, upon fasting, we found that serum glucagon levels significantly increased (∼2-fold) for mice from the KD_2 and KD_3 experimental groups compared to the NT or control group (Fig. S3*C*).

## Discussion

PKAc is an abundant and important PTM that regulates many facets of mammalian physiology, and the enzymes that control the formation or degradation of this reversible PTM serve as critical metabolic lynchpins (4, 11). We recently annotated the orphan serine hydrolase enzyme ABHD14B as a KDAC and, in doing so, have expanded the catalytic mechanisms used by this enzyme family for PKAc transferase reactions (24) (Fig. 1). Following up on this discovery, we wanted to map the biological pathways that ABHD14B regulates and/or influences, given its restricted expression in metabolically active tissues. Toward this, we performed an integrated transcriptomics (Fig. 2) and metabolomics (Fig. 3) analysis in HEK293T cells, where ABHD14B was significantly depleted, and found several metabolic pathways, especially those associated with glucose metabolism were significantly altered. To further validate this phenotype in an animal model, in the absence of any pharmacological and/or genetic tools to study ABHD14B function *in vivo*, we successfully used a transient transfection methodology to knockdown ABHD14B specifically in mice liver (Fig. 4). Consistent with studies from HEK293T cells, here, upon ABHD14B depletion in the liver, we found that fasted mice had unchanged blood glucose concentrations, massively elevated glucose levels during a GTT or PTT, and diminished hepatic ATP levels, all together suggestive of a dysregulated glucose metabolic phenotype and possibly an increased anabolic response from hampered glycolysis and TCA cycle flux coupled to a heightened gluconeogenesis response.

Based on the aforementioned data, we propose a model (albeit preliminary) (Fig. 5), summarizing all the transcriptome and metabolite changes associated with dysregulated glucose metabolism. On the glycolysis pathway, we find from our transcriptome analysis, that the expression of Parkin (PRKN) is significantly upregulated, and this E3 ubiquitin ligase is a negative regulator of glucokinase (GK), the enzyme catalyzing the first committed step of glycolysis, where glucose is converted to glucose-6-phosphate (G-6-P) (46, 47, 48). On the same pathway, we also find that the expression of the enzymes bisphosphoglycerate mutase (BPGM) and enolase 1 (ENO1) is significantly downregulated following the depletion of ABHD14B in HEK293T cells. 

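BPGM (chromosome 7 of GRCh38, 134646811 to 134679816) was at 18.7 ± 1.80 CPM in WT, 10.4 ± 1.88 in KD_2, 12.0 ± 3.69 in KD_3 and 12.4 ± 1.94 in NT cells (SD, n = 4 each). Its log2 fold change relative to WT cells was -0.80 in KD_2 (standard error 0.18, adjusted p = 0.00306 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.57 in KD_3 (standard error 0.22, adjusted p = 0.0601) and -0.59 in NT cells (standard error 0.19, adjusted p = 0.0249). The call in KD_2 cells was lost without KD_2 replicate 2, 3 or 4, with log2 fold changes of -0.77, -0.74 and -0.81. ENO1 (chromosome 1, 8861000 to 8879190) overlaps ENO1-AS1 on the other strand. It had 1038 ± 124 CPM in WT, 654 ± 26.6 in KD_2, 745 ± 40.0 in KD_3 and 722 ± 18.3 in NT cells (SD, n = 4 each). The ENO1 log2 fold change relative to WT cells was -0.66 in KD_2 (standard error 0.10, edgeR adjusted p = 9.69e-05), -0.47 in KD_3 (standard error 0.10, edgeR adjusted p = 0.00183) and -0.52 in NT cells (standard error 0.10, edgeR adjusted p = 0.000745). In KD_3 and NT cells the change was significant but under 1.5-fold. Without WT replicate 3, ENO1 also passed in NT cells, with -0.60. Relative to NT cells, the log2 fold changes in KD_2 and KD_3 cells were -0.20 and 0.05 for BPGM and -0.14 and 0.05 for ENO1, with edgeR adjusted p-values between 0.288 and 0.97. With 1 library left out, those of BPGM went from -0.31 without KD_2 replicate 1 to -0.11 without NT replicate 4 in KD_2 and from -0.17 without KD_3 replicate 4 to 0.21 without KD_3 replicate 3 in KD_3 cells, where the direction changed. That of ENO1 in KD_3 cells went from 0.02 without KD_3 replicate 2 to 0.08 without KD_3 replicate 3.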

BPGM is responsible for the production of 3-PG during glycolysis, while ENO1 catalyzes the formation of the high energy and short-lived phosphoenolpyruvate (PEP) intermediate from 2-PG, that subsequently drives an energetically downhill reaction to form pyruvate, the end product of glycolysis (49, 50, 51). Our metabolomics studies show a strong correlation to the transcriptomic changes of both BPGM and ENO1; in that, we find that the cellular levels of both 3-PG and pyruvate are substantially diminished (Fig. 3), suggesting that together with the regulatory effects of PKRN, glycolysis is a significantly downregulated pathway in ABHD14B-depleted HEK293T cells. Following glycolysis, its end product pyruvate is converted to acetyl-CoA by the pyruvate dehydrogenase enzyme complex, and acetyl-CoA then feeds into the TCA cycle, thus linking these two-important primary central metabolic processes (47, 50, 51). Previous studies by us have shown that cellular acetyl-CoA is also generated by the KDAC reaction of ABHD14B, and depleting ABHD14B in HEK293T cells results in its decreased cellular levels of acetyl-CoA (24). Since both the cellular pyruvate levels and ABHD14B are substantially reduced, the overall cellular concentrations of acetyl-CoA also concomitantly decrease, which in turn also affects the TCA cycle. Additionally, significantly more lactate is secreted from HEK293T cells upon ABHD14B knockdown, further depleting pyruvate and acetyl-CoA production, presumably from this shunt away from glycolysis and the TCA cycle.

**Figure 5:**
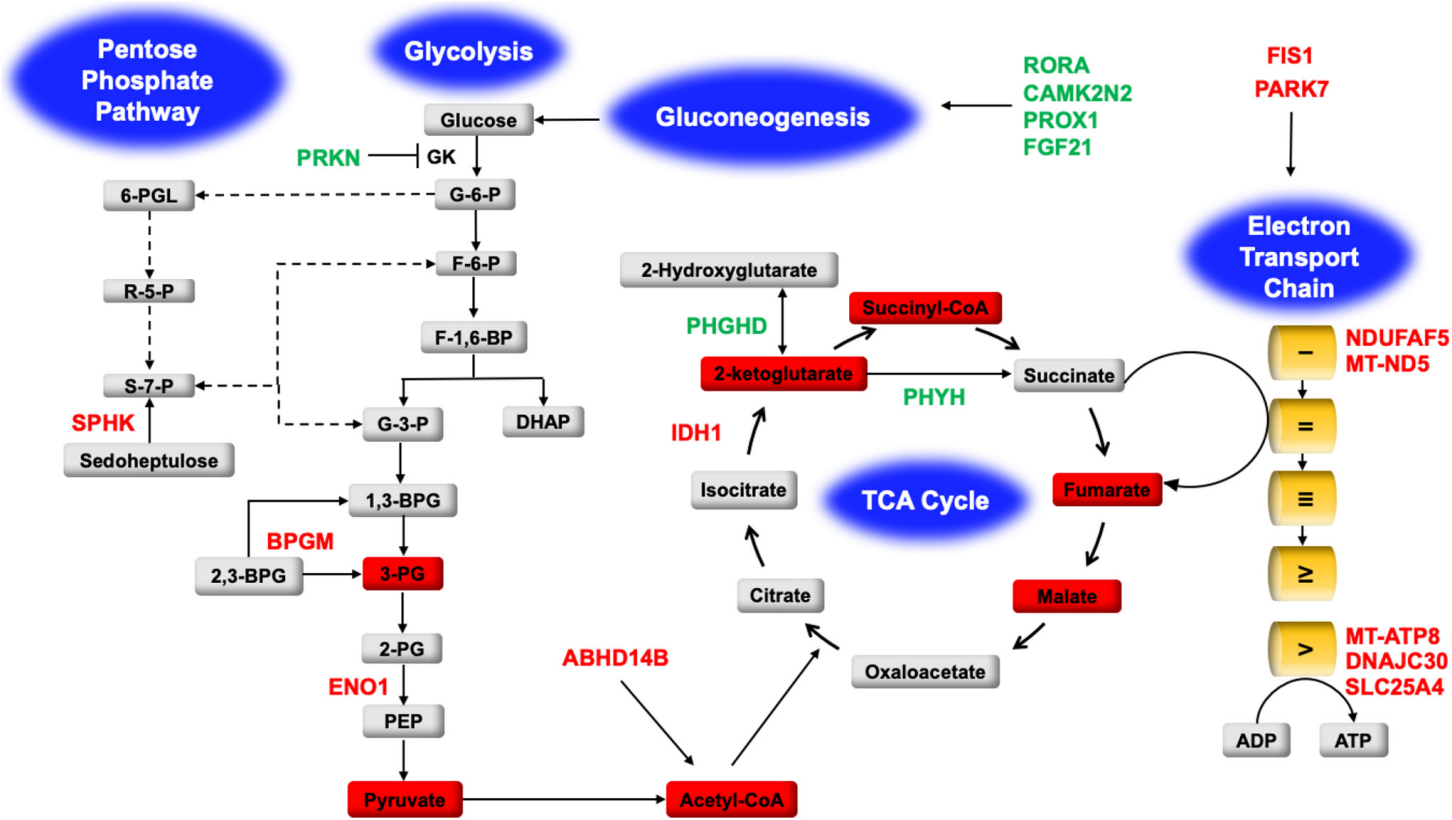
**A model summarizing the transcriptomic and metabolite changes following ABHD14B depletion**. All genes colored in *green* and *red* represent upregulated and downregulated DEGs respectively based on the RNA-sequencing–based transcriptomics analysis performed in HEK293T cells following the knockdown of ABHD14B. The metabolites in *red boxes* represent metabolites significantly reduced in cellular concentrations based on the LC-MS/MS–based metabolomics experiments in HEK293T cells following depletion of ABHD14B. Abbreviations for all genes and metabolites shown in this figure are described in the Discussion section. ABHD14B, α/β-hydrolase domain containing protein # 14B; DEG, differentially expressed genes; TCA, tricarboxylic acid cycle.

On the TCA cycle (50), we found that the cytosolic isocitrate dehydrogenase 1 (IDH1) was significantly downregulated, and metabolomics confirmed that the cellular concentrations of 2-KG (Fig. 3), the product of the IDH1 catalyzed conversion of isocitrate, were also significantly lowered. 

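IDH1 lies on chromosome 2 of GRCh38 from 208236229 to 208266074 and overlaps IDH1-AS1 on the other strand. It was at 42.6 ± 8.92 CPM in WT, 26.0 ± 1.35 in KD_2, 28.9 ± 0.977 in KD_3 and 30.0 ± 3.02 in NT cells (SD, n = 4 each). Relative to WT cells, the log2 fold change was -0.70 in KD_2 cells (standard error 0.14, adjusted p = 0.0015 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.55 in KD_3 (standard error 0.15, edgeR adjusted p = 0.0111) and -0.50 in NT cells (standard error 0.15, edgeR adjusted p = 0.0206). The change in KD_2 cells was under 1.5-fold without WT replicate 1 (-0.57) and under limma-voom with sample weights (-0.58). In KD_3 cells IDH1 passed the threshold without WT replicate 2 (-0.62). The direct comparison with NT cells gave a log2 fold change of -0.20 in KD_2 (edgeR adjusted p = 0.623) and -0.06 in KD_3 cells (edgeR adjusted p = 0.942). The latter ranged from -0.11 without NT replicate 3 to 0.0012 without NT replicate 2, and so changed direction.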

Since IDH1 catalyzes the first committed step in the TCA cycle, several other downstream TCA intermediates (succinyl-CoA, fumarate, and malate) also had significantly reduced cellular concentrations (Fig. 3). Interestingly, in peroxisomes, 2-KG is a co-substrate for the conversion of phytanic acid to 2-hydroxy-phytanic acid by the enzyme phytanoyl-CoA 2-hydroxylase (PHYH), so that phytanic acid can be metabolized *via* the β-oxidation pathway (52). 

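The expression of PHYH (chromosome 10 of GRCh38, 13277796 to 13302412) was 16.1 ± 4.40 CPM in WT and 25.3 ± 2.91 in NT cells, and 23.7 ± 0.726 in KD_2 and 26.8 ± 2.81 in KD_3 cells (SD, n = 4 each). Relative to WT cells, PHYH had a log2 fold change of 0.57 in KD_2 (standard error 0.17, adjusted p = 0.0204 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.76 in KD_3 (standard error 0.19, adjusted p = 0.00667) and 0.66 in NT cells (standard error 0.19, adjusted p = 0.016). The call in KD_3 cells was lost in 7 of the 8 fits that each left out a library, all but the one without WT replicate 1, with log2 fold changes between 0.64 and 0.83 in these 7. Without WT replicate 1, PHYH passed in KD_2 (0.75) and in NT cells (0.86) as well. Under limma-voom with sample weights it also passed in both, with 0.74 and 0.81. In NT cells it passed without a low-count filter (0.66) and with all 4 lines in 1 fit (0.66). PHYH in KD_2 and KD_3 cells was not distinguishable from NT cells, with log2 fold changes of -0.08 (edgeR adjusted p = 0.905) and 0.11 (edgeR adjusted p = 0.863). These values moved with single libraries, from -0.15 without NT replicate 2 to -0.03 without NT replicate 3 in KD_2 and from 0.04 without KD_3 replicate 4 to 0.16 without KD_3 replicate 3 in KD_3 cells.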

We find that on ABHD14B depletion in HEK293T cells, the expression of PHYH is upregulated, and therefore, cellular 2-KG is likely utilized *via* this pathway and thus shunted away from the TCA cycle. 

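PHGDH, on chromosome 1 of GRCh38 from 119648411 to 119744218, was at 213 ± 17.4 CPM in WT and 308 ± 13.2 in NT cells. It was at 328 ± 20.9 CPM in KD_2 and 341 ± 18.4 in KD_3 cells (SD, n = 4 for each line). The log2 fold change of PHGDH relative to WT cells was 0.63 in KD_2 (standard error 0.09, adjusted p = 9.64e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.69 in KD_3 (standard error 0.09, adjusted p = 4.95e-05) and 0.54 in NT cells (standard error 0.09, adjusted p = 0.000433). The change in NT cells was significant but under 1.5-fold. Leaving out WT replicate 4 brought the change in KD_2 cells under 1.5-fold (0.57), and leaving out WT replicate 3 brought that in NT cells over it (0.59). Between the KD lines and NT cells, PHGDH differed by a log2 fold change of 0.09 in KD_2 (edgeR adjusted p = 0.681) and 0.14 in KD_3 cells (edgeR adjusted p = 0.35), neither of them significant. The difference in KD_2 cells lay between 0.06 without KD_2 replicate 4 and 0.13 without KD_2 replicate 2.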

Upon ABHD14B depletion, we also found that an upregulation in the expression of the enzyme D-3-phosphoglycerate dehydrogenase (PHGHD), that converts 2-KG to 2-hydroxyglutarate, and this reaction also possibly shunts 2-KG away from the TCA cycle, causing its cellular levels to be lowered (53). 

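SHPK, which encodes sedoheptulokinase, lies on chromosome 17 of GRCh38 from 3608240 to 3636250, and its exons overlap those of TRPV1 on the same strand, between which reads could be split or lost. WT libraries held 11, 19, 39 and 65 SHPK counts from replicate 1 to replicate 4, NT libraries 31, 17, 8 and 8, KD_2 libraries 15, 15, 4 and 32, and KD_3 libraries 10, 7, 10 and 30. This gave 7.39 ± 3.11 CPM in WT, 3.83 ± 1.18 in NT, 2.60 ± 0.962 in KD_2 and 3.69 ± 0.160 in KD_3 cells (SD, n = 4 each). The log2 fold change relative to WT cells was -1.38 in KD_2 (standard error 0.38, adjusted p = 0.0115 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.96 in KD_3 (standard error 0.36, adjusted p = 0.0548) and -0.86 in NT cells (standard error 0.37, adjusted p = 0.0948), so that SHPK did not pass the threshold in any of the 3 lines. WT replicate 1, at 3.08 CPM, overlapped the libraries of the other lines. Without it SHPK passed in KD_2 (-1.60), KD_3 (-1.18) and NT cells (-1.05). In KD_2 cells it also passed under DESeq2 (adjusted p = 0.00657), and under edgeR without a low-count filter (adjusted p = 0.00157) or with all 4 lines in 1 fit (adjusted p = 0.00138). Under limma-voom with sample weights it passed in KD_2 (adjusted p = 0.000177) and KD_3 cells (adjusted p = 0.00332). Over the settings that tested against no change, the adjusted p-value was between 0.000177 and 0.0115 in KD_2 and between 0.00332 and 0.137 in KD_3 cells. Against NT cells the log2 fold changes were -0.52 in KD_2 and -0.14 in KD_3 cells (edgeR adjusted p = 0.658 and 0.945). Leaving out 1 library moved them from -0.74 without KD_2 replicate 4 to -0.31 without NT replicate 1 in KD_2 and from -0.26 without NT replicate 3 to 0.07 without NT replicate 1 in KD_3 cells, the latter with a change of direction.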

Further, we found that the enzyme sedohepulokinase, which phosphorylates sedoheptulose to sedoheptulose-7-phosphate (S-7-P), was downregulated upon ABHD14B depletion. S-7-P directly feeds into the pentose phosphate pathway and eventually gets converted to fructose-6-phosphate and glyceraldehyde-3-phosphate (54, 55), both of which, eventually feed into glycolysis, and by downregulating sedohepulokinase, the contribution of this pathway to sustain glycolysis also seems to be diminished.

Both glycolysis and the TCA cycle are energy generating (catabolic) cellular processes during glucose metabolism, and we find that upon ABHD14B depletion, the cellular concentrations of several intermediates on these pathways are substantially reduced. 

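The 7 genes of the electron transport chain and its regulators that the paper names, NDUFAF5, MT-ND5, MT-ATP8, DNAJC30, SLC25A4, FIS1 and PARK7, had negative log2 fold changes relative to WT cells in KD_2, KD_3 and NT cells. Those of NDUFAF5 (chromosome 20 of GRCh38, 13785007 to 13821580) were -0.70, -0.60 and -0.58 in this order of lines, with adjusted p-values of 0.00783, 0.0319 and 0.036 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MT-ND5, on the mitochondrial chromosome from 12337 to 14148, was at 3656 ± 1003 CPM in WT, 2578 ± 405 in NT, 2170 ± 48.2 in KD_2 and 1891 ± 67.0 in KD_3 cells (SD, n = 4 each). Its log2 fold changes relative to WT cells were -0.74 in KD_2, -0.94 in KD_3 and -0.50 in NT cells, with edgeR adjusted p-values of 0.00195, 0.000331 and 0.0343. Compared with NT cells directly, MT-ND5 had a log2 fold change of -0.25 in KD_2 (standard error 0.06, edgeR adjusted p = 0.0106) and -0.45 in KD_3 cells (standard error 0.06, edgeR adjusted p = 8.59e-07), below 1.5-fold in both. By an exact permutation test on 4 libraries against 4 the differences gave p = 0.143 and p = 0.0571. MT-ATP8 (mitochondrial chromosome, 8366 to 8572) shares part of its sequence with MT-ATP6, so its counts are uncertain. The log2 fold changes of MT-ATP8 were -0.92, -0.99 and -0.83, with edgeR adjusted p-values of 0.00149, 0.000818 and 0.0135.

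DNAJC30 (chromosome 7, 73680918 to 73683453) had log2 fold changes relative to WT cells of -0.65 in KD_2, -0.65 in KD_3 and -0.44 in NT cells, with edgeR adjusted p-values of 0.00923, 0.0158 and 0.0758. SLC25A4 (chromosome 4, 185143266 to 185150382) changed by -0.67, -0.66 and -0.69 in the same order of lines, with edgeR adjusted p-values of 0.00392, 0.00883 and 0.0163. For FIS1 (chromosome 7, 101239458 to 101252316) the log2 fold changes were -0.72, -0.64 and -0.45, with edgeR adjusted p-values of 0.00148, 0.0109 and 0.0357. Those of PARK7 (chromosome 1, 7954291 to 7985505) were -0.65, -0.65 and -0.53, with edgeR adjusted p-values of 6.25e-05, 8.48e-05 and 0.00112, the last at a change under 1.5-fold. Several calls changed with the libraries or settings used. The call of SLC25A4 in KD_3 cells was lost in 7 of the 8 fits that each left out a library, all but the one without WT replicate 4 (log2 fold changes of -0.75 to -0.53), and under DESeq2 (-0.66). Its call in KD_2 cells was lost without WT replicate 1 or 3 and without KD_2 replicate 2, 3 or 4 (-0.67 to -0.58). The calls of NDUFAF5 (-0.79 to -0.63) and DNAJC30 (-0.73 to -0.53) in KD_2 cells were each lost in 6 of 8 fits, all but those without WT replicate 1 or 3. DESeq2 without its independent filtering, a setting chosen after seeing the data, lost the calls of DNAJC30 in KD_2 (-0.65) and SLC25A4 in KD_3 cells (-0.66), and DESeq2 with its fold-change prior, likewise chosen after seeing the data, lost SLC25A4 (-0.61) and gained FIS1 (-0.59) in KD_3 cells. Under limma-voom with sample weights SLC25A4 was called in neither KD line (-0.57 and -0.53) and passed in NT cells (-0.65). In KD_3 cells, FIS1 passed without WT replicate 1 (-0.60) or KD_3 replicate 2 (-0.77), and DNAJC30 without WT replicate 1 (-0.61) or WT replicate 3 (-0.77). Both also passed in KD_3 cells without a low-count filter (-0.65 and -0.66), with all 4 lines in 1 fit (-0.65 and -0.66) and under limma-voom with sample weights (-0.65 and -0.61). In NT cells, MT-ATP8 and SLC25A4 passed without a low-count filter (-0.83 and -0.69) and with all 4 lines in 1 fit (-0.83 and -0.69), and MT-ATP8 and MT-ND5 under limma-voom with sample weights (-0.99 and -0.62). Without WT replicate 1, MT-ATP8 and MT-ND5 passed in NT cells (-1.03 and -0.67), and PARK7 did without NT replicate 1 (-0.61). Apart from MT-ND5, the changes of these genes in KD_2 and KD_3 cells relative to NT cells had edgeR adjusted p-values between 0.552 and 0.993.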

Not surprisingly, downstream of these pathways, possibly by some as of yet unknown regulatory (anticipatory) mechanism, we find that different components of the electron transport chain protein complex (*e.g.,* NDUFAF5 and MT-ND5 from complex I, and MT-ATP8 and DNAJC30 from complex V) and regulators (activators) of the electron transport chain (*e.g.,* SLC25A4, FIS1, PARK7) that mediate the import of ADP into the mitochondrial matrix for ATP synthesis (56, 57, 58) have lowered expression in HEK293T cells upon ABHD14B depletion. 

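RORA (chromosome 15 of GRCh38, 60488284 to 61229302), whose exons overlap other annotated genes on both strands, was at 20.4 ± 3.48 CPM in WT, 31.9 ± 6.47 in NT, 34.2 ± 3.41 in KD_2 and 36.8 ± 9.60 in KD_3 cells (SD, n = 4 each). Its log2 fold change relative to WT cells was 0.74 in KD_2 (standard error 0.15, adjusted p = 0.00136 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.82 in KD_3 (standard error 0.19, adjusted p = 0.0036) and 0.62 in NT cells (standard error 0.18, adjusted p = 0.0182). The call in KD_3 cells was lost without KD_3 replicate 1 (0.82) or KD_3 replicate 2 (0.66). In NT cells RORA passed without NT replicate 1 (0.77), without a low-count filter (0.61) and with all 4 lines in 1 fit (0.60). CAMK2N2 (chromosome 3, 184259213 to 184261553) was at 2.19 to 3.08 CPM in the 4 WT libraries and at 4.59 to 8.68 CPM in the 4 NT libraries, and at 3.22 to 6.87 CPM in KD_2 and 5.74 to 8.58 CPM in KD_3 libraries. The log2 fold changes were 1.04 in KD_2, 1.34 in KD_3 and 1.28 in NT cells, with edgeR adjusted p-values of 0.0272, 0.00549 and 0.0113. Its call in KD_3 cells was lost in 7 of the 8 fits that each left out a library, all but the one without WT replicate 1 (1.21 to 1.50), without a low-count filter (1.33) and under DESeq2 without independent filtering, a setting chosen after seeing the data (1.35). It passed in NT cells without WT replicate 1 (1.23), and in KD_2 and NT cells with all 4 lines in 1 fit (1.03 and 1.27).

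PROX1 (chromosome 1, 213983181 to 214041510) overlaps PROX1-AS1 on the other strand and changed by 0.82 in KD_2, 1.16 in KD_3 and 0.78 in NT cells, with edgeR adjusted p-values of 0.0151, 0.00136 and 0.0287. With all 4 lines in 1 fit it also passed in KD_2 (0.79) and NT cells (0.77), and without a low-count filter in KD_2 cells (0.82). FGF21 (chromosome 19, 48755524 to 48758333) had 0, 0, 0 and 1 counts in WT libraries, 8, 2, 5 and 6 in NT, 4, 6, 7 and 11 in KD_2 and 7, 6, 2 and 14 in KD_3 libraries, from replicate 1 to replicate 4. With each WT library set to 3 counts, the limit for a count of 0 and above the counts found there, its mean CPM was at least 1.54-fold higher in KD_2, at least 2.35-fold higher in KD_3 and at least 1.67-fold higher in NT cells than in WT cells. Every library of these lines was above every WT library (two-sided exact permutation test, p = 0.0286 for each line). FGF21 was below edgeR's default filter. Without that filter its edgeR adjusted p-value was 0.00632 in KD_2, 0.000923 in KD_3 and 0.00833 in NT cells, and over the settings that gave a value it was between 0.00632 and 0.0108, between 0.000923 and 0.00243 and between 0.00833 and 0.015 in the same order. Against NT cells, the changes of RORA, CAMK2N2 and PROX1 in the KD lines had edgeR adjusted p-values between 0.46 and 0.999, and FGF21 was not distinguishable from NT cells by an exact permutation test (p = 0.857 in KD_2 and p = 0.371 in KD_3 cells).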

Concomitantly, we also find that several genes (*e.g*., *RORA, CAMK2N2, PROX1*, and *FGF21*) that modulate gluconeogenesis (43, 44, 45, 59, 60, 61, 62, 63) are also upregulated in ABHD14B deplete HEK293T cells. Counter to glycolysis and the TCA cycle, gluconeogenesis is an energy consuming (anabolic) process, and while, as a function of ABHD14B in HEK293T cells, we do not have any direct evidence of heightened gluconeogenesis, consistent with the transcriptome data, our studies in mice do strongly suggest an increased systemic gluconeogenesis phenotype as a function of hepatic ABHD14B. In support of this heightened systemic anabolic response, we find that depleting hepatic ABHD14B results in massively elevated blood glucose levels during a PTT, with a significant decrease in hepatic ATP concentration and net body weight while fasting (Fig. 4). Taken together, our transcriptome and metabolomics data along with the studies in mice provides compelling experimental support in establishing a role for ABHD14B in regulating glucose metabolism and in turn cellular/organismal energy status and suggests that depleting this KDAC hampers (downregulates) both the glycolysis and TCA cycle and presumably upregulates a systemic gluconeogenic response (43, 44, 45, 59, 60, 61, 62, 63).

Projecting ahead, our findings open several research avenues for this interesting yet, cryptic metabolism regulating KDAC. First, all our cellular metabolite measurements performed were done at steady state conditions and to tease out further mechanistic details of the glucose metabolism (*e.g.,* lactate secretion, individual contributions of glycolysis and TCA cycle and gluconeogenesis, interplay glucose and lipid metabolism) regulated by ABHD14B, pulse-chase and isotopic-tracer based fluxomics experiments are definitely needed. Secondly, we have shown that ABHD14B plays an important role in regulating central glucose metabolism, and it would be interesting to study how depleted ABHD14B activity affects physiological processes intricately associated with glucose metabolism (*e.g.,* cell growth and division and mitochondrial respiration). Of note here, from immunoblotting experiments, we found that besides the liver and kidney, ABHD14B is also expressed in the pancreas (Fig. S3*D*), and it would be important to understand how through its KDAC activity, ABHD14B regulates the physiological interplay of glucose metabolism with hormonal levels of insulin/glucagon during feeding-fasting cycles. Thirdly, the endogenous substrates, *i.e.,* acetylated-lysine residues of proteins, are currently unknown, and an obvious follow-up study would be the identification of these substrates. The knowledge of the functional crosstalk of these substrates (*e.g.,* metabolic enzymes, transcriptional factors, chromatin modifiers, and proteins with as-of-yet unknown functions) associated with metabolism (Fig. 6), with ABHD14B in regulating glucose metabolism would be important in the years to come, especially in the context of human diseases. Emerging mass spectrometry–based chemoproteomics platforms have enabled the profiling of functional lysine residues in the proteome (64, 65), and these platforms can be leveraged to identify the posttranslationally modified acetylated-lysine residues of protein that are endogenous substrates for ABHD14B. Finally, an altered glucose metabolism can, in principle, be used as a physiological trigger in the treatment of central obesity (66) and inhibiting cancer tumor progression and survival (51). To test this hypothesis and ascertain the therapeutic role of ABHD14B in these physiological processes, the development of pharmacological tools (selective *in vivo* active inhibitors) and/or genetic models (knockout mice) for ABHD14B is much needed.

**Figure 6:**
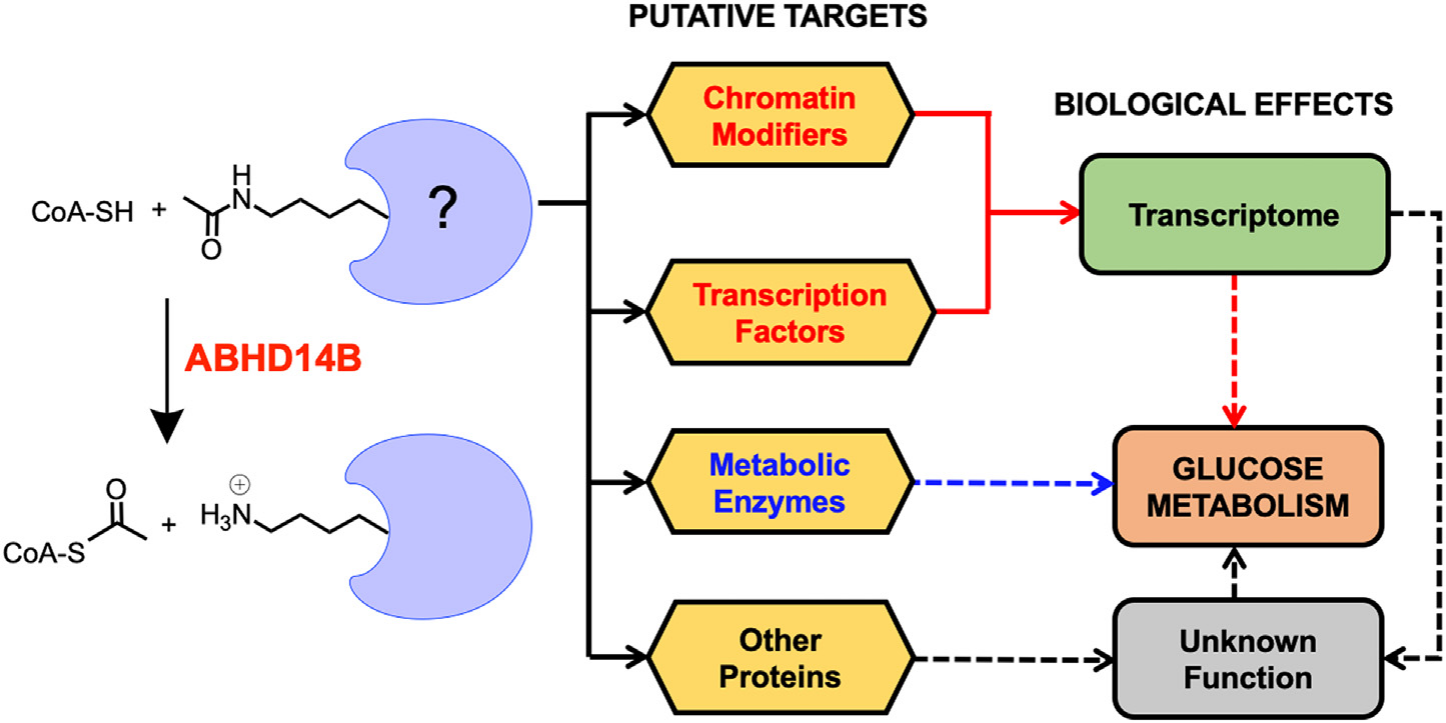
**Putative substrates of ABHD14B.** A schematic representation showing the possible functional proteins with PKAc that might be putative biological targets (substrates) of ABHD14B. These include: (i) chromatin modifiers and/or transcription factors that could produce changes at a transcript level to alter expression of key proteins involved in glucose metabolism; (ii) metabolic enzymes involved in glucose metabolic pathways, where PKAc is an important PTM for modulation of its activity; or (iii) unannotated proteins, whose role in glucose metabolism might yet not be known. ABHD14B, α/β-hydrolase domain containing protein # 14B; PKAc, protein lysine acetylation; PTM, posttranslational modification.

## Significance

In the post-genomic era, assigning functions to hitherto unannotated proteins particularly enzymes has greatly facilitated our understanding of the metabolic pathways that these regulate *in vivo*. We recently functionally annotated the orphan serine hydrolase enzyme ABHD14B as a KDAC, and following up on this discovery, we wanted to map the biological pathways that this cryptic enzyme regulates. Using complementary transcriptomics and metabolomics analysis, we show that depletion of ABHD14B in mammalian cells results in significantly altered glucose metabolism. Further, using a mouse model, we report a complex glucoregulatory phenotype modulated by hepatic ABHD14B and confirm the role of this novel KDAC in controlling glucose metabolism *in vivo*, especially while fasting.

## Experimental procedures

### Materials

Unless otherwise mentioned, media and consumables for mammalian cell cultures were purchased from HiMedia; chemicals, and reagents were purchased from Sigma-Aldrich; MS grade solvents were purchased from JT Baker; and chromatography columns and related accessories for LC-MS/MS analysis were purchased from Phenomenex.

### Mammalian cell culture

HEK293T cells were purchased from ATCC (catalog# CVCL_0063). Generation of a NT shRNA control line and two ABHD14B stable knockdown lines (KD_2 and KD_3) of HEK293T cells was previously reported by us (24). All cell lines were cultured in complete medium [RPMI1640 (HiMedia, catalog# AL028A) supplemented with 10% (v/v) fetal bovine serum (FBS, Brazil source {HiMedia, catalog# RM1112}) and 1% (v/v) penicillin-streptomycin (MP Biomedical, catalog# 1670049)] at 37 ^o^C and 5% (v/v) CO_2_. Additionally, the complete medium was supplemented with 6 μg/ml puromycin (MP Biomedical, catalog# 194539) for the NT and the ABHD14B knockdown (KD_2 and KD_3) HEK293T cells to specifically select only for the puromycin-resistant cells. All cells were cultured in 10 cm tissue culture dishes, and upon reaching 40 to 50% confluence, the spent media were replaced with a fresh complete medium containing 6 μg/ml puromycin. Upon 80 to 85% confluence, the cells were harvested by scraping, washed with cold Dulbecco’s phosphate-buffered saline (DPBS) (HiMedia, catalog# TL1006) (2-times), and centrifuged at 200*g* for 3 min to get the cell pellet. The harvested cell pellets were flash-frozen using liquid nitrogen and stored at −80 ^°^C until further use. All cell lines described here were routinely stained with 4′,6-diamidino-2-phenylindole (Sigma, catalog# D9542) and visualized by microscopy to ensure that they were devoid of any *mycoplasma* contamination using established protocols (24, 32, 67).

### RNA extraction, cDNA library synthesis, and sequencing

Total RNA was extracted from four biological replicates each of WT, NT, KD_2, and KD_3 HEK293T cells using QIAzol (Qiagen, catalog# 79306) and RNeasy Plus Universal Mini Kit (Qiagen, catalog# 73404) as per manufacturer’s instruction. RNA concentration was found out using a Nanodrop 2000c spectrophotometer (Thermo Fisher Scientific), and the cDNA library was synthesized from 300 ng of RNA using QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, catalog# 015.96) as per the manufacturer’s instruction. The concentration of the cDNA library was assessed using Qubit dsDNA HS kit (Invitrogen, catalog# Q32851) on a Qubit four Fluorimeter (Thermo Fisher Scientific). The average size of the library was assessed using a High Sensitivity DNA Kit (Agilent, catalog# 5067–4626) on a 2100 Bioanalyzer (Agilent). Equal amounts of the libraries were pooled, and 2 nmoles was sequenced using NextSeq 500/550 Mid Output Kit v2.5 (150 Cycles) (Illumina, catalog# 20024904) on NextSeq 550 instrument (Illumina). The read was single-ended and 76 bp long. The raw sequence data is deposited in the Gene Expression Omnibus (NCBI) repository (accession ID: GSE196907) and is publicly available.

### Transcriptome assembly and differential gene expression analysis

After trimming the adapters, the sequences were assessed for quality (FastQC) and mapped to human genome GRCh38 on the BlueBee Genomics Platform (Lexogen). The average depth of sequencing was 12 M, and a principal component analysis was performed on all samples using a custom R-script to determine the relatedness and clustering of the raw data. The differential gene expression analysis was performed on the Bluebee platform (Illumina) for NT, KD_2 and, KD_3 HEK293T cells with respect to WT HEK293T cells and visualized using volcano plots. After applying a false discovery rate threshold of an adjusted *p*-value cut-off of < 0.01 and a fold-change cut-off of > 1.5, the DEGs from NT, KD_2 and KD_3 HEK293T cells were assessed further using a Venn diagram created using Venny 2.1.0. (https://bioinfogp.cnb.csic.es/tools/venny/index.html). The DEGs in the KD_2 and KD_3 HEK293T cells overlapping with the NT HEK293T cells were removed from further bioinformatics analysis to negate the effect of off-targets coming from the NT shRNA plasmid. GO classification of the DEGs was initially performed on PANTHER classification system (29). An exhaustive list of DEGs involved in metabolism was also extracted using the MGI database (30), and a hierarchical clustering analysis of DEGs involved in metabolism from all samples was done using a custom R-script. Pathway enrichment analysis was also performed on the metabolic DEGs using the BINGO plugin for Cytoscape (31).

### Real-time qPCR analysis

The cDNA was extracted from 2 μg of RNA using the High-Capacity cDNA Reverse transcription kit (Thermo Fisher Scientific, catalog# 4374966) as per the manufacturer’s instructions. Real-time qPCR was performed on 1:5 or 1:3 diluted cDNA using gene-specific primers (see Table S1 for details of primers) with KAPA SYBR FAST Universal (Sigma-Aldrich, catalog# KK4602) in an Eppendorf Mastercycler RealPlex system.

### Metabolite extraction and LC-MS/MS analysis

Polar metabolites were extracted from cells using a reported protocol with minor technical modifications (34). Briefly, the cell pellets were resuspended in 600 μl of 75% (v/v) ethanol with respective internal standards [2 nmol of ^13^C-glucose (Cambridge Isotopes, catalog# CLM-1396) for non-derivatized metabolites and 0.1 nmol of D4-succinic acid (Cambridge Isotopes, catalog# DLM-2307) for derivatized metabolites]. The cell suspension was incubated at 80 ^°^C for 3 min with constant shaking and immediately kept on ice for 5 min. The mixture was then centrifuged at 20,000*g* for 10 min at 4 ^°^C, following which, the supernatant containing the desired polar metabolites was transferred to a new tube, dried under vacuum, and stored at −40 ^°^C until LC-MS/MS analysis. To study the TCA cycle intermediates, the dried extract was derivatized using a reported protocol (34). Briefly, the dried extract was resuspended in 150 μl of water and 75 μl of 1 M N-(3-dimethylaminopropyl)-N′-ethylcarbodiimide (prepared in 13.5 mM pyridine buffer, pH 5.0) (Sigma, catalog# E7750) and mixed gently. Thereafter, 150 μl of 0.5 M *O*-benzylhydroxylamine (Sigma, catalog# B22984), prepared in 13.5 mM pyridine buffer at pH 5.0, was added to the above mixture and mixed by shaking for 1 h at 25 ^°^C. Subsequently, 350 μl of ethyl acetate was added to the mixture and mixed by shaking for 10 min followed by centrifugation at 3,000*g* for 5 min at 4 ^°^C. The top layer was transferred in a new vial, and the ethyl acetate extraction was done two more times. The top layers from all three rounds of extraction were pooled together, dried under vacuum, and stored at −40 ^°^C until LC-MS/MS analysis. The amino acids from cells were extracted using an established protocol (35). Briefly, cell pellets were resuspended in 200 μl of 80% (v/v) methanol containing 2 nmol ^13^C-alanine (Cambridge Isotopes, catalog# CLM-116) as an internal standard, vortexed, and incubated on ice for 10 min. The mixture was then centrifuged at 15,000*g* for 10 min at 4^o^C. For every 70 μl of the supernatant, 30 μl of 1.7 mM perfluoroheptanoic acid or tridecafluoroheptanoic acid was added and mixed. The metabolites were stored at −40 ^°^C until the LC-MS/MS analysis. The extraction of CoA and esters of CoA from cells was done using a protocol described earlier by us (24). All lipids from cell pellets were extracted and analyzed using LC-MS/MS using an established protocol described by us (33, 68). Internal standards used for lipid measurements were 1 nmol heptadecenoic acid (Sigma, catalog# H8896) for negative ion mode and 50 pmol of C17:0/20:4 phosphatidylcholine (Avanti Polar Lipids, catalog# LM-1002) for positive ion mode for relative quantification of lipids. All the samples were analyzed on a Sciex X500R quadrupole time-of-flight mass spectrometer fitted with an Exion UHPLC system (Sciex). The dried metabolites were resuspended in appropriate solvent using a bath sonicator and subsequently centrifuged at 20,000*g* for 5 min at 4 ^°^C. The supernatant was injected onto either a Phenomenex Gemini C18 column (50 mm × 4.6 mm, 5 μm, 110 Å) (catalog# 00B-4435-E0), a Phenomenex Luna C5 column (50 mm × 4.6 mm, 5 μm, 110 Å) (catalog# 00B-4043-E0), or a Phenomenex Synergi Fusion-RP Column (150 mm x 4.6 mm, 4 μm, 80 Å) (catalog# 00F-4424-E0) fitted with a Phenomenex guard column (3.2 mm X 8.0 mm) (catalog# KJ0-4282) using the Exion UHPLC system. Derivatized, nonderivatized polar metabolites and esters of CoA were quantified using data-independent acquisition, whereas amino acids and nonpolar metabolites were quantified using the multiple reaction monitoring method. All details of the LC profiles and MS parameters are provided in Table S2. All the data were collected and analyzed using the SCIEX OS software. All the metabolites were quantified by measuring the area under the curve, compared to that of the respective internal standard, and then normalized to the total protein content of the respective cell pellet. Additionally, to negate any off-target effects of the NT HEK293T cells, all experimental groups, namely KD_2, KD_3, and NT HEK293T cells, were further normalized to WT HEK293T cells to get normalized relative values of metabolites for further analysis.

### Lactate production assay

All the HEK293T cell lines were grown in 6-well plates in complete RPMI1640 medium described earlier. Upon reaching 80% confluence, the media were removed, the cells were washed with sterile DPBS (3-times), and the media was replaced with sterile DPBS containing 10% (v/v) FBS, 2 mg/ml glucose. The spent media were collected at 0 and 6 h after this media change, following which the cells were harvested. The levels of lactate in the spent media and cells were measured using the LC-MS method described above and normalized to the protein concentration of the harvested cells. The cellular and secreted levels of lactate from KD_2 and KD_3 HEK293T cells were normalized to the corresponding levels of WT (or NT) HEK293T cells and are reported as fold changes relative to WT HEK293T cells.

### Liver-specific knockdown in mice

All studies were conducted in 10- to 12-week-old C57BL/6J mice. Mice were housed in the National Facility for Gene Function in Health and Disease at IISER Pune. All animal experiments described here have received formal approval from the Institutional Animal Ethics Committee, IISER Pune (IAEC-IISER Pune) as per guidelines provided by the Committee for the Purpose of Control and Supervision of Experiments on Animals constituted by the Government of India (No: IISER_Pune IAEC/2019_2/08). The experimental animals were housed in the National Facility for Gene Function in Health and Disease as per IAEC-IISER Pune policy on the social housing of animals. The hepatic knockdown of ABHD14B was achieved using the *In vivo*-jetPEI-Gal transfection reagent (Polyplus Transfection, catalog# 202–10G, updated catalog # 101000047) as per the manufacturer’s instructions using shRNA coding plasmids targeting ABHD14B reported earlier (24). For measuring fasting blood glucose levels, mice were not given food for 6 h but had *ad libitum* access to water. The GTT and PTT in mice were performed as per established protocols (36).

### ELISA and Western blot experiments

The hepatic ATP (catalog # ab83355), serum insulin (catalog # ab278123), and serum glucagon (catalog # ab267567) levels were measured using commercially available ELISA kits from Abcam as per the manufacturer’s protocol. All Western blot experiments on cell lysates and tissues were done using established protocols described by us (24, 69, 70). All blots were developed using the SuperSignal West Pico PLUS Chemiluminescent substrate (Thermo Fisher Scientific #34580) and imaged thereafter on a Syngene Chemi-XRQ gel documentation system. The primary rabbit polyclonal anti-ABHD14B was developed and characterized in-house (24). Primary anti-GAPDH (catalog# ab8245) and anti-β-actin (catalog# ab8224) antibodies were purchased from Abcam, and the primary anti-α-Tubulin (catalog# T9026) antibody was purchased from Sigma-Aldrich. The secondary antibodies, anti-rabbit IgG HRP was purchased from Thermo Fisher Scientific (catalog# 31,460), and anti-mouse IgG HRP was purchased from Abcam (catalog# ab6789). All primary and secondary antibodies were used at a dilution of 1:1000 and 1:10,000, respectively.

### Quantitation and statistical analysis

Unless otherwise mentioned, all data presented in this paper are mean ± standard deviation for the biological replicates from independent experiments as reported for that experiment. Unless otherwise mentioned, all graphs, plots, and statistical analyses reported in this paper were made using the GraphPad Prism 9 (version 9.3.1 (350)) for Mac OS-X software. An unpaired Student’s *t* test was used to determine statistical significance between two groups, and a *p*-value < 0.05 was considered statistically significant in this study unless mentioned otherwise.

## Data availabilty

The raw sequence data for the transcriptomics studies in this study is deposited in the Gene Expression Omnibus (NCBI) repository (accession ID: GSE196907) and is publicly available. All the other data that support the findings of this study are available in the paper, and its associated supporting information, or is available from the corresponding author upon reasonable request.

## Supporting information

This article contains supporting information. Tables S1 and S2 (XLSX); Figs. S1–S3

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: A multi-omics analysis reveals that the lysine deacetylase ABHD14B influences glucose metabolism in mammals
**Source:** J Biol Chem. 2022 Jun 11;298(7):102128. doi: 10.1016/j.jbc.2022.102128
**Supplement:** Rajendranetal_SI figures_r2_TC

# **A multi-omics analysis reveals that the lysine deacetylase ABHD14B influences glucose metabolism in mammals**

Abinaya Rajendran<sup>1</sup>, Amarendranath Soory<sup>1,2</sup>, Neha Khandelwal<sup>1,3</sup>, Girish Ratnaparkhi<sup>1</sup>,  
Siddhesh S. Kamat<sup>1,\*</sup>

\*To whom the correspondence should be addressed: 

## SUPPORTING FIGURES

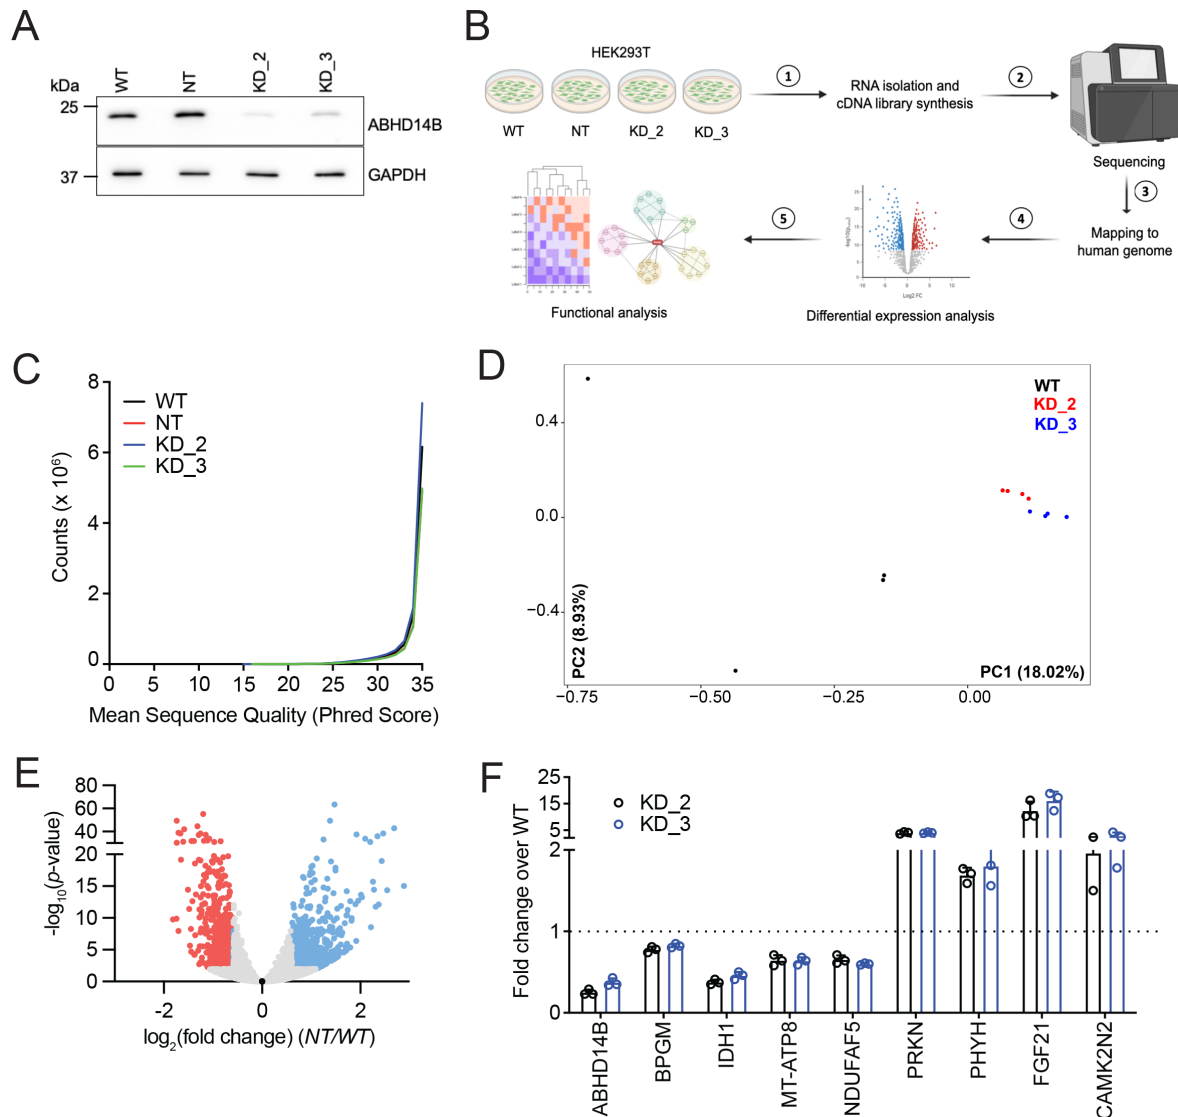

**Figure S1.** (A) Representative western blots confirming the knockdown of ABHD14B at a protein level (> 90%) in HEK293T cells following transfections with KD\_2 or KD\_3 plasmids, relative to a non-targeting (NT) plasmid or no plasmid WT HEK293T cells. GAPDH was used as protein loading control for this experiment. This western blot analysis was performed four times with reproducible results each time. (B) A schematic representation of the pipeline used for the RNA-sequencing experiments and downstream analysis of the transcriptomics data from HEK293T cells, where ABHD14B was depleted. (C) Plot showing the quality of the raw reads from the RNA-sequencing experiment, as depicted by “Counts” on the y-axis, and the “Mean Sequence Quality (Phred Score)” on the x-axis. Data represents mean from four biological replicates per experimental group. (D) A principal component analysis (PCA) for the gene expression data from various samples, showing tight clustering of the various experimental groups. Here each point represents a biological replicate. (E) Volcano plot showing differentially expressed genes (DEGs) in NT HEK293T cells relative to WT HEK293T cells as determined by RNA-sequencing. The data represents mean values from

four independent biological experiments. A cut-off of adjusted  $p$ -value  $< 0.01$  was set for the genes, with a change of  $> 1.5$ -fold. Based on this filter, up-regulated and down-regulated genes are coloured in blue and red respectively. **(F)** qPCR analysis of selected DEGs from KD\_2 and KD\_3 HEK293T cells to validate findings from the transcriptomics experiments. All the raw data was first normalized to two housekeeping genes (actin or HPRT), and then values were plotted relative to levels observed in WT HEK293T cells. The data is represented as mean  $\pm$  standard deviation from three independent biological experiments.

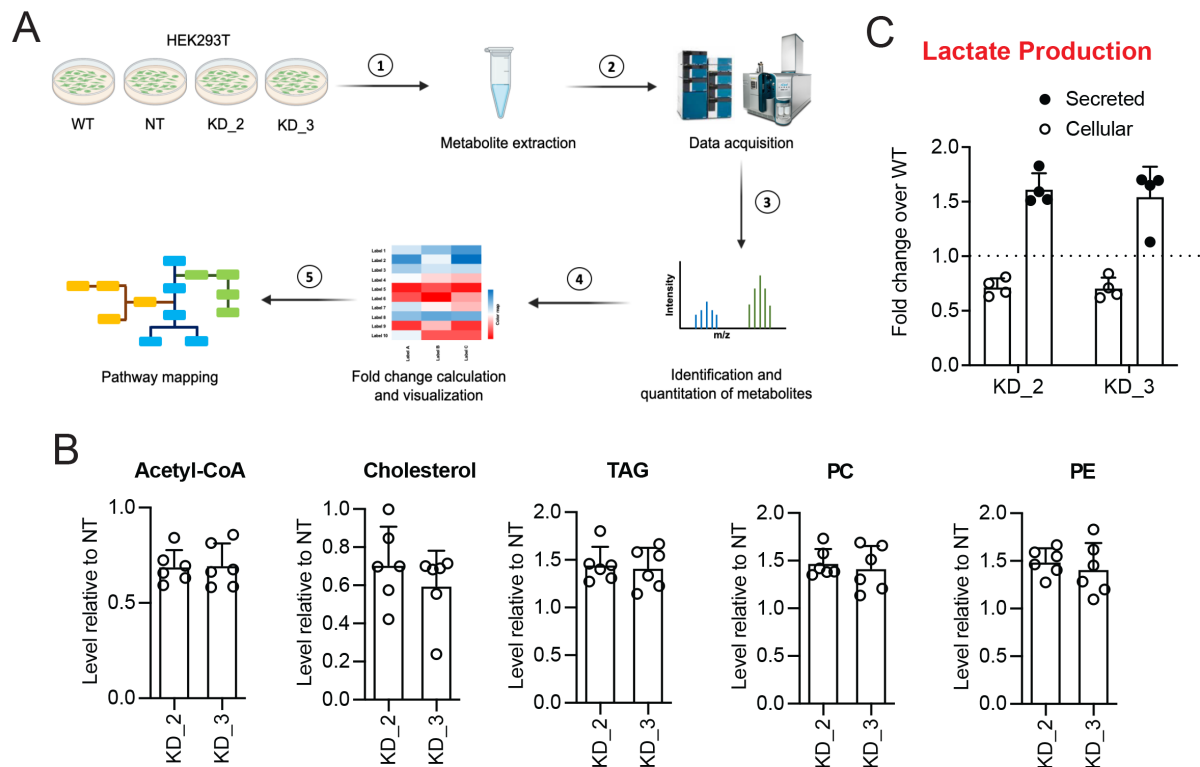

**Figure S2. (A)** A schematic representation of the pipeline employed for the LC-MS/MS based metabolomics experiments and downstream analysis of this data from HEK293T cells, where ABHD14B was knocked down. **(B)** Relative quantification of various metabolites (acetyl-CoA, cholesterol, triglycerides (TAG), phosphatidylcholine (PC), phosphatidylethanolamine (PE)) showing altered cellular concentrations in KD\_2 and KD\_3 HEK293T cells relative to NT HEK293T cells (all values normalized to WT HEK293T cells). For TAG, PC, and PE a weighted average (based on relative concentrations) for fold changes of all the species for that lipid class was calculated. Bars represents mean  $\pm$  standard deviation from six biological replicates (independent experiments) per group. **(C)** A lactate production assay showing the decreased cellular and increased secreted levels of lactate from KD\_2 and KD\_3 HEK293T cells relative to WT (or NT) HEK293T cells. Bars represents mean  $\pm$  standard deviation from four biological replicates (independent experiments) per group.

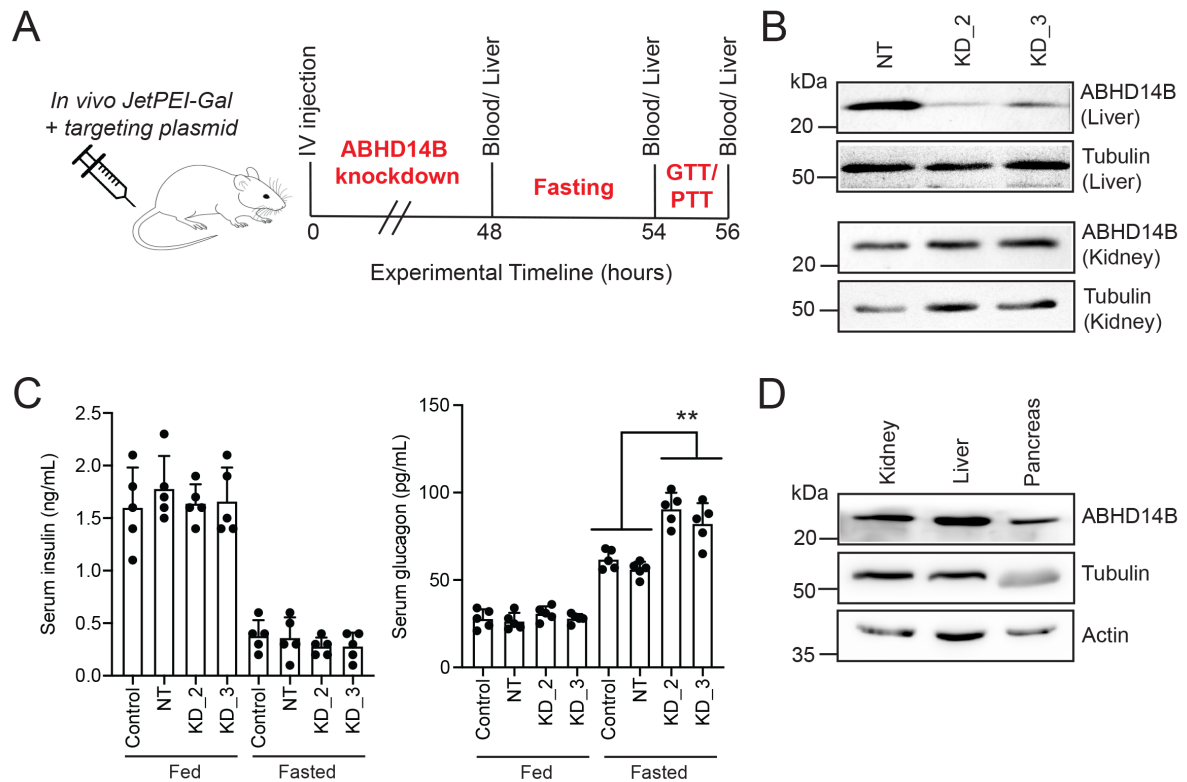

**Figure S3.** (A) A schematic representation of the experimental plan to study the *in vivo* effects of knocking down hepatic ABHD14B in mice using an established transfection strategy. (B) Representative western blots confirming the knockdown of ABHD14B at a protein level (> 90%) in mice liver, but no effect on ABHD14B at a protein level in kidneys of mice, following transfections with KD\_2 or KD\_3 plasmids, relative to a non-targeting (NT) plasmid 56 hours post-transfection at the end of the experiment as per the experimental plan represented in part (A).  $\alpha$ -Tubulin was used as protein loading control for this immunoblotting experiment. This western blot analysis was performed three times with reproducible results each time. (C) Concentrations of serum insulin and glucagon in mice from different experimental groups during a fed and 6-hour fasted state. The data is represented as mean  $\pm$  standard deviation of five biological replicates (independent experiments) per experimental group. Student's *t*-test (two tailed): \*\**p* < 0.01 KD\_2 or KD\_3 versus control (or NT) group. (D) Representative western blots confirming the expression of ABHD14B in the pancreas, along with the liver and kidneys.  $\alpha$ -Tubulin and  $\beta$ -Actin were used as protein loading control for this immunoblotting experiment, where 25  $\mu$ g of soluble lysate was used per tissue sample. This western blot analysis was performed three times with reproducible results each time.

How the deposited data were processed for this re-analysis (not part of the article)

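The transcriptomes of WT HEK293T cells and of the NT, KD_2 and KD_3 lines were measured by QuantSeq 3′ mRNA sequencing, with 4 biological replicates of each line and 16 libraries in all. The authors trimmed the adapters, assessed the reads for quality with FastQC, mapped them to GRCh38 on the BlueBee platform and deposited 1 table of whole counts of reads per gene, neither normalized nor pooled over replicates. Libraries were assigned to lines and replicates from their labels, in which WT cells are named as the control. The aligner, the counting tool, the annotation release and the strand setting are not stated in the paper's text. The table holds the summary categories that htseq-count writes, so reads aligned to several places were not counted on genes.

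Of the 60107 genes, which the table lists by Ensembl identifier, 56104 were matched to a symbol, and these held 99.7% of the counts on genes. A total of 29035 genes had at least 1 count. The 92 ERCC spike-ins summed to 0 counts. The 5 summary categories were left out of library sizes and tests. Of all counts in a library, a mean of 41.3% was of reads aligned to several places, 21.2% of reads outside annotated genes and 0.590% of reads on more than 1 gene. The counts on genes ranged from 1935626 to 9826746 per library, with a median of 3700683.5. Counts of each pair of replicates differed by more than repeated sampling of 1 library gives (chi-square per degree of freedom of 3.29 to 21.1 in WT, 1.76 to 3.69 in NT, 1.69 to 3.00 in KD_2 and 1.41 to 2.44 in KD_3 libraries), so no pair was counted as 1 library deposited in 2 columns, and each library was used as 1 replicate, as labelled. Whether the RNA samples behind the libraries were separate is not tested by this. A count of 0 allows up to 3 counts, a limit that covers counting error only, since reads without molecular identifiers are not independent molecules.

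Each comparison of 2 lines was fitted on its own 8 libraries with edgeR 4.0.16 in R 4.3.3, with its default filter on low counts (filterByExpr), TMM scaling, the quasi-likelihood test and Benjamini-Hochberg adjustment. KD_2, KD_3 and NT cells were compared with WT cells as in the paper, and KD_2 and KD_3 cells were also compared with NT cells and with each other. DEGs had an adjusted p-value under 0.01 and a change over 1.5-fold, as in the paper. CPM values used TMM-scaled library sizes. Single genes were also compared by exact permutation of the libraries, and the clustering of the libraries, on log2 CPM with a prior count of 2 over the 500 genes of largest variance, by 100000 permutations of the labels. Gene lists were tested with camera of limma 3.58.1, with its preset correlation of 0.01, at an adjusted p-value under 0.05, adjusted over 36 tests. They were glycolysis, the TCA cycle and the mitochondrially encoded subunits, on which the paper draws its conclusion, and cholesterol synthesis and uptake, heat shock and ATF4 targets, written after the top of the paper's Table S1 and the puromycin treatment had been seen. Since comparisons with the same control libraries share their chance values, unchanged groups were simulated 20 times against the WT and against the NT libraries. This simulation at first lacked the noise of the control libraries and was corrected after its output had been seen.

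The genes named are those that the paper names as changed in its transcriptome, and the 5 largest rises and 5 largest falls among genes past the threshold in the same direction in KD_2 and KD_3 cells relative to both WT and NT cells, which ABHD14B alone met. This rule, the comparisons, the gene lists and the alternatives were set before the counts were examined, apart from DESeq2 1.42.0 with its fold-change prior and without independent filtering, both chosen after seeing the data. The cholesterol, heat shock and ATF4 lists followed a look at the top of the paper's Table S1, which comes from these same libraries. The alternatives set in advance were DESeq2, relative log expression factors, no low-count filter, a filter of 10 counts in 4 libraries, all 4 lines in 1 fit, the replicate number as a block, limma-voom with sample weights, an adjusted p-value under 0.05, glmTreat, a wider removal of NT genes, fry and camera with an estimated correlation, another scale, other genes and the omission of WT libraries for the clustering, and leaving out each library in turn. A gene to which DESeq2 gives no adjusted p-value was not counted as a lost call. Results for some genes are not reported here.

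The tests were tried on simulated counts with the means, dispersions and library sizes of real libraries. Each changed gene was given a change of 2-fold or more, so that changes between 1.5-fold and 2-fold were not tried. At those of KD_2 and NT libraries, 93.8% of 193 changed genes were called among 13390 tested, with 3 unchanged genes called. At those of KD_2 and WT libraries, 85.6% of 194 were called among 13218, with 2 unchanged genes. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Apart from the paper's values for single genes, the sheets of Table S1 that were read in part were not analysed here. The PANTHER and MGI lists were not analysed here, and the metabolite and mouse data of the paper were not used here.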

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

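The tests on outlying libraries, on other splits of the libraries and on genes that differ between a KD line and NT cells were chosen only after the results were seen. Apart from ABHD14B, DNAJC30, PROX1, CAMK2N2 and FGF21, the genes named here were chosen after their values were seen. Ranges over the alternatives cover each other test, scaling, filter and weighting that gave an adjusted p-value, with DESeq2 with its fold-change prior and DESeq2 without independent filtering, both chosen after seeing the data, among them. They leave out glmTreat, which tests against a change of 1.5-fold and not against no change.

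In 6 of 96 groups of 4 libraries, 1 library lay apart from the other libraries of its line by more than Dixon's 95% critical value allows. These were the total of KD_3 replicate 4 (22704344 counts on genes and summary categories), the mitochondrially encoded share of the counts on genes in NT replicate 1 (10.5%), DNAJC30 in NT replicate 2 (20.0 CPM), PROX1 and CAMK2N2 in KD_3 replicate 3 (12.5 and 8.58 CPM) and FGF21 in WT replicate 4 (0.110 CPM, from 1 count). Chance gives 4.8 of 96 such groups, and a number as large had a one-sided exact binomial p of 0.348, so that chance may account for them. The other WT libraries held 0 FGF21 counts, so that a library with 1 count had to lie apart. The FGF21 group therefore tells nothing about an unusual library. No biological explanation was tested for single libraries.

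KD_3 and KD_2 cells, which carry different shRNAs against ABHD14B, were compared directly, which tests the difference between the lines itself. Of 13397 genes, 6 passed the threshold and 1194 had an unadjusted p-value under 0.05. By edgeR, the log2 fold changes in KD_3 relative to KD_2 cells were -2.30 for MAGEA10 (adjusted p = 3.76e-09), -1.06 for BEX1 (adjusted p = 7.48e-21), 1.06 for SDC4 (adjusted p = 4.47e-05), 0.71 for NIP7 (adjusted p = 0.00976), -0.61 for MARCKSL1 (adjusted p = 8.23e-05) and 0.60 for STC1 (adjusted p = 0.0025). The libraries of the lines did not overlap for these genes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow) except MARCKSL1 (p = 0.0857). In NT, KD_2 and KD_3 cells, MAGEA10 was at 2.92 ± 1.11, 12.7 ± 1.14 and 2.66 ± 1.49 CPM, BEX1 at 178 ± 12.8, 204 ± 14.3 and 97.1 ± 7.85 CPM and SDC4 at 22.9 ± 2.72, 9.60 ± 1.08 and 20.6 ± 3.78 CPM (SD, n = 4 each). MAGEA10, BEX1 and SDC4 were called in all 8 fits that each left out a library and under each alternative other than glmTreat that gave an adjusted p-value. Under glmTreat, MAGEA10 and BEX1 passed (edgeR adjusted p = 4.39e-06 and 3.31e-07) and SDC4, NIP7, MARCKSL1 and STC1 did not (edgeR adjusted p = 1.0 for each). Among these 8 fits the call was lost for STC1 in 4 (0.60 without KD_2 replicate 1, 0.61 without KD_2 replicate 4, 0.46 without KD_3 replicate 1, 0.57 without KD_3 replicate 2) and for MARCKSL1 in 4 (-0.57 without KD_2 replicate 3, -0.58 without KD_3 replicate 2, -0.54 without KD_3 replicate 3, -0.49 without KD_3 replicate 4). NIP7 was called in 1 of them (0.84 without KD_3 replicate 4). With all 4 lines in 1 fit, NIP7, MARCKSL1 and STC1 were not called (edgeR adjusted p = 0.418 to 0.524). Over the alternatives the adjusted p-value was 4.31e-15 to 0.000339 for MAGEA10, 1.79e-55 to 1.01e-07 for BEX1, 1.76e-06 to 0.00362 for SDC4, 0.00436 to 0.467 for NIP7, 8.12e-10 to 1.0 for MARCKSL1 and 0.000277 to 0.418 for STC1. Without KD_3 replicate 1, 11 genes passed. Exons of MAGEA10 and of NIP7, the latter with COG8, overlap those of another annotated gene, and the strand setting of the counting is not stated. MAGEA10 also belongs to a multigene family, so that its counts are uncertain. The real split alone, 1 of the 35 splits of the 8 libraries, gave as many DEGs, which argues against a chance split. Relative to NT cells, NIP7 had log2 fold changes of -0.66 in KD_2 and 0.05 in KD_3 cells (edgeR adjusted p = 0.0123 and 0.962), and MARCKSL1 0.15 and -0.45 (edgeR adjusted p = 0.571 and 0.0378). With 1 library left out, NIP7 in KD_3 cells changed direction, from -0.11 without KD_3 replicate 1 to 0.18 without KD_3 replicate 4, and MARCKSL1 in KD_2 cells went from 0.07 without NT replicate 4 to 0.22 without NT replicate 3.

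Among the gene lists, glycolysis had a median log2 fold change of 0.11 in KD_3 relative to KD_2 cells (camera adjusted p = 5.84e-08, with 89.5% of its genes in this direction), the mitochondrially encoded subunits -0.18 (camera adjusted p = 1.93e-18, 92.3%) and the ATF4 targets 0.0671 (camera adjusted p = 0.000182, 70.8%). The TCA cycle, cholesterol synthesis and uptake and heat shock lists, at 0.0276, 0.0309 and 0.0508, did not pass (camera adjusted p = 0.373, 0.922 and 0.133). The mitochondrially encoded list held under both fry and the estimated correlation (adjusted p = 0.00335 and 0.00636), the ATF4 list under fry alone (0.0486 and 0.0975) and the glycolysis list under neither (0.0515 and 0.0547). Without KD_3 replicate 4 the ATF4 median was 0.0420. Across the 8 fits that each left out a library, the medians went from 0.00354 without KD_2 replicate 2 to 0.0355 without KD_2 replicate 1 for the TCA cycle, from -0.0298 without KD_3 replicate 1 to -0.00406 without KD_2 replicate 3 for cholesterol synthesis and uptake, and from 0.00857 without KD_3 replicate 1 to 0.0751 without KD_3 replicate 4 for heat shock. As many lists had an unadjusted p-value under 0.05 in 6 of the 35 splits of the 8 libraries, the real one included, so that a chance split may give as many. No biological explanation was tested for these lists.

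Against NT cells, a comparison that the paper does not report, 8 genes other than ABHD14B passed in KD_2 cells. By edgeR, the log2 fold changes were -1.21 for SDC4 (adjusted p = 7.28e-08), 2.14 for MAGEA10 (adjusted p = 6.81e-10), 0.63 for HMGA2 (adjusted p = 7.52e-08), 0.76 for PRKAA1 (adjusted p = 0.00189), -0.72 for CTIF (adjusted p = 0.00862), -0.65 for STC1 (adjusted p = 0.000374), -0.64 for MT-TV (adjusted p = 0.00488) and -0.60 for SCARNA22 (adjusted p = 0.000226). The KD_2 and NT libraries did not overlap for these genes (two-sided exact permutation test, p = 0.0286, again the smallest possible) except SCARNA22 (p = 0.0571). SDC4, MAGEA10 and HMGA2 were called in all 8 fits that each left out a library. Under glmTreat, MAGEA10 alone of these 8 genes passed (edgeR adjusted p = 6.37e-06), with SDC4 at 0.0604. Among these fits the call was lost for PRKAA1 in 2 (0.56 without NT replicate 1, 0.70 without KD_2 replicate 1), for STC1 in 2 (-0.62 without NT replicate 2, -0.48 without NT replicate 3) and for SCARNA22 in 4 (-0.50 without NT replicate 2, -0.53 without NT replicate 3, -0.55 without KD_2 replicate 1, -0.54 without KD_2 replicate 4). MT-TV was called in 3 (-0.74 without NT replicate 1, -0.66 without NT replicate 4, -0.74 without KD_2 replicate 2) and CTIF in 1 (-0.78 without NT replicate 3). With all 4 lines in 1 fit, PRKAA1, CTIF, STC1, MT-TV and SCARNA22 were not called (edgeR adjusted p = 0.187 to 0.883). Over the alternatives the adjusted p-value was 1.31e-09 to 0.000289 for SDC4, 7.9e-14 to 0.00035 for MAGEA10, 1.31e-09 to 0.000369 for HMGA2, 0.00054 to 0.187 for PRKAA1, 0.00842 to 0.187 for CTIF, 6.98e-05 to 0.187 for STC1, 0.00382 to 0.779 for MT-TV and 1.03e-05 to 0.883 for SCARNA22. HMGA2 was under 1.5-fold with DESeq2's fold-change prior, chosen after seeing the data. The real split alone, 1 of the 35 splits of the 8 libraries, gave as many DEGs.

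In KD_3 cells, 9 genes other than ABHD14B passed against NT cells. Among them, the log2 fold changes by edgeR were -0.87 for BEX1 (adjusted p = 1.77e-13), -0.60 for H1-4 (adjusted p = 7.67e-06), -0.86 for SCARNA22 (adjusted p = 1.49e-05), -0.80 for SNORA12 (adjusted p = 0.000969), -1.52 for SNORA79 (adjusted p = 0.0011), -0.64 for IMPDH1 (adjusted p = 0.00131), 1.25 for ZDHHC12 (adjusted p = 0.00286) and 0.67 for ATF5 (adjusted p = 0.00344), and the KD_3 and NT libraries did not overlap for any of these (two-sided exact permutation test, p = 0.0286, again the smallest possible). BEX1 and SCARNA22 were called in all 8 fits that each left out a library. None of the 8 genes passed under glmTreat (edgeR adjusted p = 0.125 for BEX1 and 0.906 or above for the others). The call was lost for SNORA79 in 1 (-1.44 without NT replicate 2), for IMPDH1 in 2 (-0.57 without NT replicate 1, -0.62 without KD_3 replicate 3), for H1-4 in 3 (-0.58 without NT replicate 2, -0.53 without NT replicate 4, -0.56 without KD_3 replicate 3), for SNORA12 in 3 (-0.76 without NT replicate 2, -0.71 without NT replicate 3, -0.73 without KD_3 replicate 4) and for ATF5 in 4 (0.63 without NT replicate 2, 0.60 without NT replicate 3, 0.68 without KD_3 replicate 2, 0.54 without KD_3 replicate 3). ZDHHC12 was called in 3 (1.29 without NT replicate 1, 1.26 without NT replicate 3, 1.35 without KD_3 replicate 2). With all 4 lines in 1 fit, H1-4, SCARNA22, SNORA12, SNORA79, IMPDH1, ZDHHC12 and ATF5 were not called (edgeR adjusted p = 0.031 to 0.608). Over the alternatives the adjusted p-value was 4.35e-27 to 1.44e-05 for BEX1, 8.98e-09 to 0.608 for H1-4, 1.48e-10 to 0.353 for SCARNA22, 8.39e-05 to 0.323 for SNORA12, 0.000192 to 0.404 for SNORA79, 0.000464 to 0.0397 for IMPDH1, 0.00133 to 0.057 for ZDHHC12 and 0.00043 to 0.103 for ATF5. The real split alone, 1 of the 35 splits of the 8 libraries, gave as many DEGs.

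Besides ABHD14B, 1 gene, SCARNA22, passed against NT cells in both KD lines. In the other KD line, HMGA2 had a log2 fold change relative to NT cells of 0.49, significant but under 1.5-fold (edgeR adjusted p = 0.000739). PRKAA1 was at 0.69, ZDHHC12 at 1.00, SNORA79 at -0.9997, SNORA12 at -0.59 and H1-4 at -0.31 (edgeR adjusted p = 0.0321, 0.0204, 0.0245, 0.0192 and 0.0282). SDC4, CTIF, STC1 and MT-TV in KD_3 cells were at -0.15, -0.20, -0.04 and -0.19, and BEX1, IMPDH1 and ATF5 in KD_2 cells at 0.20, -0.26 and 0.26 (edgeR adjusted p = 0.153 to 0.963). Leaving out 1 library changed the direction of STC1 in KD_3 cells, from -0.18 without NT replicate 1 to 0.12 without NT replicate 3, and moved SDC4 from -0.25 without KD_3 replicate 3 to -0.07 without KD_3 replicate 4, CTIF from -0.25 without NT replicate 3 to -0.12 without NT replicate 2 and MT-TV from -0.29 without NT replicate 1 to -0.08 without KD_3 replicate 3 in KD_3 cells and SNORA12 from -0.73 without NT replicate 1 to -0.35 without KD_2 replicate 4 in KD_2 cells. MAGEA10 was below edgeR's filter between KD_3 and NT cells (two-sided exact permutation test, p = 0.8). A difference between cell lines that has nothing to do with ABHD14B and an effect of the shRNAs cannot be told apart for these genes, since each shRNA is represented by 1 line. ABHD14B was at 16.2% of its NT mean in KD_2 and 21.05% in KD_3 cells, with no significant difference between these lines (edgeR adjusted p = 0.766). MAGEA10, BEX1 and SDC4 did differ between them, with log2 fold changes of -2.30, -1.06 and 1.06 in KD_3 relative to KD_2 cells. This argues against the loss of ABHD14B alone as the cause for MAGEA10, BEX1 and SDC4. For the other genes the loss of ABHD14B stays open. STC1 also differed between the KD lines (log2 fold change 0.60), but this call was lost in 4 of the 8 fits that each left out a library. It therefore does not decide the question for STC1. SCARNA22 lies within NSD2 on the same strand, exons of ZDHHC12, ATF5 and HMGA2 overlap those of other genes, and H1-4 belongs to a multigene family, so that their counts are uncertain. SNORA79 and SNORA12 are annotated as snoRNAs, SCARNA22 as a scaRNA and MT-TV as a mitochondrial tRNA. The kit captures mRNA, so that the counts of these RNAs are uncertain as well.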

How the results depend on the processing

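The numbers of DEGs in KD_2, KD_3 and NT relative to WT cells stayed within 1.5 times of those reported under each alternative run, apart from glmTreat. With relative log expression factors, no low-count filter, a filter of 10 counts in 4 libraries or limma-voom with sample weights, the numbers of DEGs in the 6 comparisons, of genes left after the removal of NT DEGs and of those that also passed against NT cells did so too. DESeq2 with its fold-change prior and DESeq2 without independent filtering were chosen after seeing the data.

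Under DESeq2, 3 genes passed between KD_2 and NT cells, 1 between KD_3 and KD_2 cells, and 2 of the retained genes passed against NT cells. Its filter gave no adjusted p-value to 6 of the 9 edgeR DEGs of KD_2 relative to NT cells and to 4 of the 6 of KD_3 relative to KD_2 cells. With the prior, 0 genes passed between KD_2 and NT, 1 between KD_3 and NT and 1 between KD_3 and KD_2 cells, and 1 of the retained genes against NT cells. By edgeR, 1311 genes had an unadjusted p-value under 0.05 between KD_2 and NT cells. Without independent filtering the numbers were 4, 5 and 3 in the same order, where 5, 5 and 3 edgeR DEGs had an adjusted p-value and were not called. With all 4 lines in 1 fit they were 4, 2 and 3. The cause was not tested for the fit of 4 lines, the prior or the calls lost without independent filtering.

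With an adjusted p-value under 0.05 in place of 0.01, which admits more genes, 23, 16 and 10 genes passed in the same order, and 17 retained genes also passed against NT cells. Under glmTreat, which tests against a change of 1.5-fold, 289 genes passed in KD_2, 234 in KD_3 and 218 in NT relative to WT cells, 2 in KD_2 and 1 in KD_3 relative to NT cells and 2 in KD_3 relative to KD_2 cells. It left 128 genes after the removal of NT DEGs, of which 2 also passed against NT cells. The share of upregulated DEGs went from 51.8% to 62.6% in KD_2 and from 51.7% to 63.7% in KD_3 cells under glmTreat. Removal of every gene with an adjusted p-value under 0.05 in NT cells, which removes more genes, left 186.

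With each library left out in turn, the DEGs ranged over 1293 to 2276 in KD_2, 1073 to 1937 in KD_3 and 1058 to 1967 in NT relative to WT cells. They ranged over 5 to 12 in KD_2 relative to NT cells, with 5 without NT replicate 2 and 5 without KD_2 replicate 1, over 6 to 13 in KD_3 relative to NT cells, with 6 without NT replicate 2 and 6 without KD_3 replicate 3, and over 4 to 11 in KD_3 relative to KD_2 cells, with 11 without KD_3 replicate 1. The genes left after the removal of NT DEGs ranged over 516 to 1003, and those that also passed against NT cells over 4 to 12, with 12 without NT replicate 1. The ratio of distances between and within lines stayed between 1.38 and 1.48.

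Of the 36 list tests, the estimated correlation lost the call in 11. The medians of these lists, which the correlation leaves as they were, are -0.47, -0.33 and -0.40 for glycolysis and -0.31, -0.33 and -0.33 for the TCA cycle in KD_2, KD_3 and NT relative to WT cells. They are -0.0461 for the mitochondrially encoded subunits in KD_2 and 0.0615 for glycolysis and 0.0731 for ATF4 targets in KD_3 relative to NT cells, and 0.11 for glycolysis and 0.0671 for ATF4 targets in KD_3 relative to KD_2 cells. Of these, fry also lost the mitochondrially encoded list in KD_2 relative to NT cells, both lists in KD_3 relative to NT cells and glycolysis in KD_3 relative to KD_2 cells.

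Some list medians near 0 changed sign. In KD_2 relative to NT cells, the ATF4 median was -0.000469 with relative log expression factors and -0.00395 with all 4 lines in 1 fit. With each library left out in turn, the medians in KD_2 relative to NT cells went from -0.0224 without NT replicate 3 to 0.00717 without NT replicate 1 for ATF4 targets, from -0.0126 without KD_2 replicate 1 to 0.0243 without KD_2 replicate 2 for heat shock and from -0.0118 without NT replicate 2 to 0.0551 without NT replicate 1 for the TCA cycle. In KD_3 relative to NT cells they went from -0.10 without KD_3 replicate 4 to 0.0612 without KD_3 replicate 3 for cholesterol synthesis and uptake and from -0.00215 without NT replicate 4 to 0.0353 without NT replicate 3 for heat shock. In KD_3 relative to KD_2 cells the cholesterol list went from -0.0298 without KD_3 replicate 1 to -0.00406 without KD_2 replicate 3, below 0 in each of the 8 fits, where all libraries gave 0.0309. The glycolysis list ranged over -0.39 to -0.21 in KD_3 relative to WT cells and lost its call without WT replicate 1 (-0.21). It ranged over -0.0772 to -0.0126 in KD_2 relative to NT cells and gained a call without NT replicate 2 (-0.0772) or NT replicate 4 (-0.0556). The heat shock list ranged over 0.00857 to 0.0751 in KD_3 relative to KD_2 cells and gained a call without KD_2 replicate 3 (0.0536). The cause was not tested.

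The replicate numbers are shared by the 4 lines, but same-numbered libraries did not deviate together (correlations from -0.0485 to 0.0547 over 24 pairs), so that they share only a number. With the replicate number as a replicate block, the DEGs were 1655, 1542 and 1529 in KD_2, KD_3 and NT relative to WT cells, 7 and 14 in KD_2 and KD_3 relative to NT cells and 8 in KD_3 relative to KD_2 cells, and the medians in KD_2 relative to NT cells went to 0.000576 for heat shock and -0.00271 for ATF4 targets. In this fit DNAJC30 and NDUFAF5 were not called in KD_2 cells nor SLC25A4 and CAMK2N2 in KD_3 cells, while FIS1 was called in KD_3 cells and MT-ATP8, RORA and SLC25A4 in NT cells, each relative to WT cells. It changed the call of no other named gene relative to WT cells, and 2 numbers of DEGs by direction moved, those lower in KD_3 relative to NT (11) and to KD_2 cells (5).

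Of the other results, which are the named genes and the numbers of DEGs by direction and line, 1 was weaker, 1 stronger and 4 moved under DESeq2, 1, 2 and 6 with its prior and 3, 1 and 4 without independent filtering. Without a low-count filter 1 was weaker, 8 stronger and 1 moved, and under limma-voom 3, 10 and 3. With all 4 lines in 1 fit 11 were stronger and 6 moved. With an adjusted p-value under 0.05, 11 moved, and under glmTreat 22. Over the fits that left out a library, 567 values were the same, 45 weaker, 18 stronger and 82 moved. The depth limits genes with few counts, and FGF21 could be tested only with settings other than edgeR's default filter.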

Differences from the paper's values

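For ABHD14B, the log2 fold change relative to WT cells in the paper's Table S1 is -1.67 in KD_2 and -1.32 in KD_3 cells (the paper's standard errors 0.283 and 0.291), and the values here were -2.08 and -1.70. The paper's values come from the 1999 genes of the table's KD_2 sheet and the 1999 of its KD_3 sheet that were read here, and the rest of those sheets was not used here. Of the alternatives set before the data were examined, limma-voom with sample weights gave -1.80 and -1.42, within the paper's standard errors. The replicate block gave -1.63 in KD_3 cells, outside the paper's standard error and within that of edgeR here (0.33), and -2.002 in KD_2 cells, outside both (edgeR's was 0.32). DESeq2 (-2.10 and -1.71), relative log expression factors (-2.08 and -1.69), no low-count filter (-2.06 and -1.70), 10 counts in 4 libraries (-2.08 and -1.70) and all 4 lines in 1 fit (-2.07 and -1.70) were outside both in each line. DESeq2 with its fold-change prior, chosen after seeing the values, gave -1.67 and -1.32, and DESeq2 without independent filtering, likewise chosen after seeing the values, gave -2.10 and -1.71.

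The paper lists FGF21 as an upregulated and SHPK as a downregulated DEG. Here FGF21 was below edgeR's default filter, and SHPK had edgeR adjusted p-values of 0.0115 in KD_2 and 0.0548 in KD_3 cells. FGF21 was called in KD_2 and KD_3 cells under DESeq2 (adjusted p = 0.00744 and 0.0016), under edgeR without a low-count filter (adjusted p = 0.00632 and 0.000923) and with the prior, chosen after seeing the values (adjusted p = 0.00885 and 0.00189). Without independent filtering, likewise chosen after seeing the values, DESeq2 called it in KD_3 cells (adjusted p = 0.00243). The ranges were 0.00632 to 0.0108 in KD_2 and 0.000923 to 0.00243 in KD_3 cells. SHPK was called in KD_2 cells under DESeq2 (adjusted p = 0.00657), edgeR without a low-count filter (adjusted p = 0.00157), edgeR with all 4 lines in 1 fit (adjusted p = 0.00138) and limma-voom (adjusted p = 0.000177). DESeq2 with its prior and DESeq2 without independent filtering, both chosen after seeing the values, also called it in KD_2 cells (adjusted p = 0.00585 and 0.00949), and limma-voom called it in KD_3 cells (adjusted p = 0.00332). The ranges were 0.000177 to 0.0115 in KD_2 and 0.00332 to 0.137 in KD_3 cells. Without WT replicate 1, SHPK passed in both KD lines, with log2 fold changes of -1.60 in KD_2 and -1.18 in KD_3 cells.

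The paper names its other genes as changed without naming a KD line. Here BPGM, ENO1, IDH1, NDUFAF5, DNAJC30 and FIS1 passed in KD_2 cells alone and PHYH, CAMK2N2 and PROX1 in KD_3 cells alone. In KD_3 relative to KD_2 cells none of them passed (edgeR adjusted p = 0.044 to 0.99), and 2 of the 9 had an unadjusted p-value under 0.05.

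The paper states that the replicates of each line clustered tightly. Here WT libraries lay 35.0 apart on average, and NT libraries lay 16.7 from one another and 16.3 from KD_2 libraries, while KD_2 libraries lay 13.7 from one another. Libraries of different lines lay 1.45 times as far apart as those of the same line (one-sided permutation test, p = 1e-05, the smallest p that the permutations can give), and 1.04 times without WT libraries (p = 0.00031).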

Other observations

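The tests on transduction, puromycin and batch, on the shares of reads and on other splits of the libraries were chosen only after the results were seen.

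NT cells differed from WT cells in 1492 genes, about as many as KD_2 (1707) and KD_3 (1478) cells, and 1213 of them were also KD_2 DEGs in the same direction. Noise of the WT libraries, which enter each of these comparisons, was argued against by 20 simulations of groups that did not differ from WT cells, where the correlation of the KD_2 and NT fold changes reached 0.758 at most, against 0.938 observed. A single unusual WT library was argued against, since 1967 genes were DEGs in NT cells without WT replicate 1. GC content was argued against as the whole cause. The log2 fold changes in NT cells correlated with it at -0.115 across the 99.0% of genes that had a value, and after removal of each library's GC trend 1707 genes were DEGs, of which 1266 had been DEGs in the same direction before. The real split alone gave as many DEGs, 1 of 35 for KD_2, 1 of 35 for KD_3 and 1 of 35 for NT and WT libraries. Transduction and puromycin, or a difference in batch between WT and transduced cells, stay open and cannot be told apart, since the 12 transduced libraries were kept in puromycin and no WT library was, and the paper's text names no batch. The observed correlation, 0.938, is consistent with either.

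In WT relative to the 12 transduced libraries, the share of reads outside annotated genes differed by -3.86 percentage points (two-sided exact permutation test over 1820 splits, p = 0.00275, adjusted p = 0.0124 over 9 tests of library shares), and by -2.39 points without WT replicate 1 (exact p = 0.011). In KD_2 relative to NT libraries it differed by 1.69 points (exact p = 0.0286, adjusted p = 0.0857) and in KD_3 relative to NT libraries by 1.052 points (exact p = 0.171, adjusted p = 0.193). The share of reads aligned to several places differed by 3.13 points in WT relative to the transduced libraries (exact p = 0.172, adjusted p = 0.193), by -2.50 in KD_2 relative to NT libraries (exact p = 0.0571, adjusted p = 0.129) and by -2.44 in KD_3 relative to NT libraries (exact p = 0.0857, adjusted p = 0.154). The first of these was 0.506 points without WT replicate 1, 1.61 without WT replicate 2 and 6.06 without WT replicate 3 (exact p = 0.793, 0.473 and 0.0176), and the second -1.55 without KD_2 replicate 4 (exact p = 0.114). The mitochondrially encoded share differed by -0.229 points in KD_2 relative to NT libraries (exact p = 0.686, adjusted p = 0.686) and by -1.13 in KD_3 relative to NT libraries (exact p = 0.114, adjusted p = 0.171). Without NT replicate 1, whose share lay apart from those of the other NT libraries, the difference in KD_2 was -0.668 points, with every KD_2 library below the 3 remaining NT libraries (exact p = 0.0571). It was -0.135 without NT replicate 2, -0.0317 without NT replicate 3, -0.0821 without NT replicate 4, -0.354 without KD_2 replicate 1 and -0.148 without KD_2 replicate 2 (exact p between 0.629 and 0.971). The difference in KD_3 was -1.57 points without NT replicate 1, with every KD_3 library below the 3 remaining NT libraries (exact p = 0.0286). Without any other library it lay between -1.26 and -0.931 points (exact p between 0.114 and 0.2). No explanation was tested for these shares.

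Few genes differed between the KD lines and NT cells, 9 in KD_2 and 10 in KD_3 cells. For KD_2 cells, too little power in 4 against 4 libraries was argued against as the whole cause. In counts simulated at the means, dispersions and library sizes of the KD_2 and NT libraries, 88.8% of the 98 genes planted with a 2-fold change were called among 13390 genes tested, and smaller changes may have been missed. Power was not simulated for the KD_3 and NT libraries, so that it stays open for KD_3 cells. KD_2 and KD_3 groups simulated without a difference from the real NT libraries had fold changes that correlated at 0.520 to 0.556, against 0.561 observed.

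Genes may remain after the removal of NT DEGs because a change shared by all transduced lines passed the threshold in a KD line and missed it in NT cells. With 1 mean for NT, KD_2 and KD_3 cells, simulated 20 times against the real WT libraries, 526 to 614 genes were left (median 555.5), against 674 observed. The simulated NT groups had 1535 to 1652 DEGs, more than the 1492 observed, and their fold changes correlated with those of KD_2 cells at 0.954 to 0.957, against 0.938 observed. Genes that passed in this way and genes that differ between the lines cannot be told apart, since the simulated groups did not match the number of NT DEGs and a direct difference from NT cells passed for 6 of the 674 genes.

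The lists of cholesterol synthesis and uptake, heat shock and ATF4 targets were written after the top of the paper's Table S1, which comes from these same libraries, and the puromycin treatment had been seen, so that they are not independent evidence. None of their genes is among those named in the paper. Relative to WT cells, the median log2 fold changes in KD_2, KD_3 and NT cells were -1.24, -1.31 and -1.26 for cholesterol synthesis and uptake (camera adjusted p = 1.19e-30, 1.19e-30 and 5.54e-30), -0.92, -0.88 and -0.85 for heat shock (camera adjusted p = 2.21e-24, 1.33e-23 and 4.64e-25) and 0.75, 0.76 and 0.70 for ATF4 targets (camera adjusted p = 5.78e-23, 2.06e-27 and 8.93e-25). In this order of lines, 90.9%, 95.2% and 95.2% of the cholesterol genes were lower and 95.8%, 95.8% and 95.8% of the ATF4 targets higher, and each heat shock gene tested was lower in each line. Each call held under fry and under the estimated correlation. HSPA1A and HSPA1B in the heat shock list are near-identical, so that their counts are uncertain. Relative to NT cells, the medians in KD_2 and KD_3 cells were -0.0292 and -0.00690 for cholesterol synthesis and uptake, -0.00216 and 0.00997 for heat shock and 0.000559 and 0.0731 for ATF4 targets. Of these, the ATF4 targets passed in KD_3 cells (camera adjusted p = 0.00146) and held neither under fry (0.0785) nor under the estimated correlation (0.174), and the others had camera adjusted p-values between 0.284 and 0.946. In the fits that each left out a library, the medians relative to NT cells went from -0.0726 without KD_2 replicate 4 to -0.00558 without KD_2 replicate 1 for the cholesterol list, from -0.0126 without KD_2 replicate 1 to 0.0243 without KD_2 replicate 2 for heat shock and from -0.0224 without NT replicate 3 to 0.00717 without NT replicate 1 for ATF4 targets in KD_2 cells. In KD_3 cells they went from -0.10 without KD_3 replicate 4 to 0.0612 without KD_3 replicate 3, from -0.00215 without NT replicate 4 to 0.0353 without NT replicate 3 and from 0.0355 without NT replicate 3 to 0.10 without KD_3 replicate 1 in the same order. No explanation was tested for these lists.

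As many of the 6 lists had an unadjusted p-value under 0.05 in 13 of the 35 splits of the KD_2 and WT libraries, in 10 of those of the KD_3 and WT libraries and in 13 of those of the NT and WT libraries, the real one included. In each of the other splits so counted, 3 of the 4 WT libraries stood in one group, which keeps part of the real difference. In the 18 splits of each of these comparisons with 2 WT libraries in each group, at most 2 lists did. This argues against a chance split in the comparisons with WT cells but does not exclude it, since these splits and the real one are 19 in all, too few for a share under 0.05. As many lists did in 23 of the 35 splits of the KD_2 and NT libraries and in 5 of those of the KD_3 and NT libraries. With 2 NT libraries in each group, up to 2 and 3 lists did in these comparisons, where the number of lists may therefore come from a chance split.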
